# Gene expression studies of a human monocyte cell line identify dissimilarities between differently manufactured glatiramoids

**DOI:** 10.1038/srep10191

**Published:** 2015-05-22

**Authors:** Sarah Kolitz, Tal Hasson, Fadi Towfic, Jason M. Funt, Shlomo Bakshi, Kevin D. Fowler, Daphna Laifenfeld, Augusto Grinspan, Maxim N. Artyomov, Tal Birnberg, Rivka Schwartz, Arthur Komlosh, Liat Hayardeny, David Ladkani, Michael R. Hayden, Benjamin Zeskind, Iris Grossman

## Abstract

Glatiramer Acetate (GA) has provided safe and effective treatment for multiple sclerosis (MS) patients for two decades. It acts as an antigen, yet the precise mechanism of action remains to be fully elucidated, and no validated pharmacokinetic or pharmacodynamic biomarkers exist. In order to better characterize GA’s biological impact, genome-wide expression studies were conducted with a human monocyte (THP-1) cell line. Consistent with previous literature, branded GA upregulated anti-inflammatory markers (e.g. *IL10*), and modulated multiple immune-related pathways. Despite some similarities, significant differences were observed between expression profiles induced by branded GA and Probioglat, a differently-manufactured glatiramoid purported to be a generic GA. Key results were verified using qRT-PCR. Genes (e.g. *CCL5,* adj. p < 4.1 × 10^−5^) critically involved in pro-inflammatory pathways (e.g. response to lipopolysaccharide, adj. p = 8.7 × 10^−4^) were significantly induced by Probioglat compared with branded GA. Key genes were also tested and confirmed at the protein level, and in primary human monocytes. These observations suggest differential biological impact by the two glatiramoids and warrant further investigation.

Glatiramer Acetate (Copaxone®; GA), approved in the US since 1996 for treating relapsing forms of multiple sclerosis (RRMS), has been studied for decades, but its precise mechanism remains to be fully elucidated. GA is a synthetic mixture of polypeptides produced by copolymerization of L-glutamic acid, L-alanine, L-tyrosine, and L-lysine with an average molar fraction of 0.141, 0.427, 0.095, and 0.338, respectively. As a non-biological complex drug (NBCD), GA does not possess a single molecular structure, but is comprised of related, differing structures that cannot be isolated or fully characterized using standard analytical techniques^1^. Without established pharmacokinetic (PK) or pharmacodynamic (PD) biomarkers there is substantial uncertainty in attempts to create a generic and assure that it is safe and effective without conducting a clinical study.

GA is believed to exert its clinical effects largely via bystander suppression. It was designed to mimic the autoantigen myelin basic protein (MBP), which is attacked by the immune system in MS. Following degradation at the injection site, GA is thought to bind MHC Class II molecules on antigen-presenting cells (APCs) to generate GA-specific T-cells, mainly helper-T type 2 (Th2)^2^. GA also induces type-II monocytes, directing differentiation of Th2 and protective regulatory T (Treg) cells^3^,^4^. GA-specific T-cells migrate through the blood-brain barrier (BBB), cross-reacting with similarly structured MBP. This reaction induces secretion of anti-inflammatory cytokines locally, shifting the balance from a pro-inflammatory phenotype (Th1/Th17), to an anti-inflammatory phenotype (Th2/Treg)^2^. GA also promotes production of neurotrophic factors such as BDNF, and induces B-cell activation, which appears necessary for GA response in animal models^5^. GA may also work via additional mechanisms.

APCs are central to the mechanism of action (MOA) of GA, as they are necessary for presentation of GA to T-cells during priming at the periphery, and for introducing GA-specific T cells to auto-antigens in the brain. Additionally, GA induces a shift in monocytes to a type II, anti-inflammatory state, marked by increased production of anti-inflammatory cytokines (e.g. IL-10), and decreased production of pro-inflammatory cytokines (e.g. IL-12)^3^. GA has also been found to decrease expression of inflammatory IL-1beta and increase expression of anti-inflammatory sIL-1Ra in monocytes^6^. GA binding to MHC class II molecules on APCs is critical for its activity^2^, and alleles in the MHC class II molecules, most notably HLA-DRB*1501, are associated with treatment response^7^. The effects of GA treatment on human monocytes are therefore likely central to the drug’s MOA, and significant differences observed in the response of monocytes to branded GA versus differently manufactured glatiramoids may be clinically relevant. For these reasons, we chose the well-characterized THP-1 human monocyte cell line for use as a model system for observing effects of GA treatment. Findings were then tested in primary human monocytes from healthy donors.

It is challenging to evaluate drugs designed as generics for GA due to the insensitivity of standard physicochemical and biochemical tests and the lack of PK and PD biomarkers. Still, certain physicochemical characterizations have shown differences between branded GA and other glatiramoids^1^. The purported generics tested to-date show a certain degree of similarity, as well as some discordance in complex physicochemical tests, indicating that the use of additional orthogonal tests may be required to deduce potential sameness. Indeed, establishing methods to evaluate sameness of NBCDs remains an open research question.

One glatiramoid demonstrating potential differences is Probioglat (Probiomed), a purported generic GA marketed in Mexico as of January 2013. The number of adverse events and relapses tracked by the Teva Patient Support Program in Mexico increased significantly in 2013, when patients’ prescriptions were filled with either GA or Probioglat, relative to 2012, when all patients in the database were taking branded GA only (Supplementary Table 5; Supplementary Figure 2). To compare GA with Probioglat, and further elucidate GA’s MOA, we measured gene-expression profiles induced by each in the THP-1 human monocyte cell line, using a genome-wide microarray with 47,000 + probesets.

## Results

### GA mechanism of action

To gain insight into GA’s MOA, the effect of GA treatment on THP-1 human monocytes was examined, since as discussed above, antigen-presenting cells in general, including monocytes in particular, have been shown to be involved in GA treatment effects^3^,^4^,^6^,^8^,^9^. In particular, the THP-1 cell line has been used to examine GA effects^10^. In addition, genes associated with monocytes in particular have previously been shown to be differentially expressed following treatment with a purported generic marketed by Natco in India, as compared with Copaxone^11^.

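THP-1, a human monocytic line, was treated with GA, with Probioglat or with mannitol, the vehicle of both, for 6, 12 or 24 h. Expression was read on Affymetrix U133 Plus 2.0 arrays, whose probesets are groups of short probes for a transcript. At each time point the files hold 24 arrays of GA (4 lots, which the paper calls batches, with 6 arrays each), 6 arrays of the only lot of Probioglat and 6 arrays of mannitol. The labels give a dose of 50 µg/mL for GA and Probioglat and 100 µg/mL for mannitol. The paper calls the 6 arrays of a condition biological replicates, and their number limits the precision of each mean. Another 70 arrays, of a reference standard (GA/RS) and of further glatiramoids that the article does not report, were fitted apart. The deposited values are on a log2 scale and were background-corrected, quantile-normalized and summarized per probeset by RMA. The methods state that ComBat then removed the variation between processing batches, with treatment labels as covariates. The labels name 3 such batches. Batch was not corrected again, because its mean for each probeset had already been removed. At 6 h the batches B1 and B2 held 12 and 11 arrays of GA, 3 and 2 of Probioglat, and 3 each of mannitol. Measures of array quality did not separate the treatments in permutation tests at an FDR-adjusted p-value under 0.05. For each time point, mannitol, GA and Probioglat were fitted together in limma with 1 mean per treatment, and p-values were adjusted over all probesets by Benjamini-Hochberg. A probeset was called when its FDR-adjusted p-value was under 0.05. Gene symbols come from the annotation of the array, and 41097 probesets named a single gene. For a gene with several probesets, the probeset with the lowest p-value is given, and for genes the paper names further probesets are mentioned where they were not called. Sets of genes (24 lists, 22 of them written from general knowledge before the data were examined) were tested with limma's camera, which asks whether a list moved more than the other genes. Camera took a preset correlation of 0.01 between genes, and calls that were lost with an estimated correlation are named as such.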

mRNA expression levels were compared between GA and control (mannitol) tested with 6 sample replicates for each of 4 batches of GA and for mannitol, using LIMMA^12^ (Methods). Many genes were modulated significantly (FDR-adjusted p-value < 0.05) at each timepoint by treatment with branded GA (Table 1; Supplementary Table 1 lists top modulated probesets). For example, at 6 hours of GA treatment, 2824 genes were significantly increased in expression (here termed upregulated) by FDR-adjusted p-value < 0.05 (3511 genes by nominal p-value < 0.05) and 4066 genes were significantly decreased in expression (here termed downregulated) by FDR-adjusted p-value < 0.05 (4909 genes by nominal p-value < 0.05). 

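The gene with the largest rise under GA at 6 h was *STATH*, which encodes a salivary calcium-binding peptide. Its level was 11.06 ± 0.12 (SD, n = 24) with GA and 8.15 ± 0.14 (SD, n = 6) with mannitol, an FC of 7.53 (log2 standard error 0.058, FDR-adjusted p-value 2.18e-32 from limma). *NT5E*, the ectoenzyme CD73 that forms adenosine, was upregulated with an FC of 5.33. *PRR16* (FC 3.95), *PAQR5* (FC 3.94), which encodes a progesterone receptor of the membrane, *IL4I1* (FC 3.68), a secreted amino acid oxidase of antigen-presenting cells, and *MTSS1* (FC 3.19) were also upregulated. For each of these 6 genes all 24 GA arrays lay above every mannitol array. Over all probesets limma called 13020 at 6 h (23.8% of those tested), 5004 at 12 h and 3024 at 24 h. Within both larger processing batches, 13011 of the 13020 probesets called at 6 h went the same way as in all arrays, on which they had been selected.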

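Of the genes with a called probeset at 6 h, 3125 were upregulated and 4104 were downregulated, and 99 had probesets in both directions. Among the downregulated genes, *POU4F2*, a transcription factor of neurons, fell by 1.49 on the log2 scale (standard error 0.065, FDR-adjusted p-value 3.4e-21 from limma). The apoptosis inhibitor *BCL2* fell by 1.21, the transcription factor *OSR2* by 1.17, *SLAIN1* by 1.17 and the calcium channel subunit *CACNA2D3* by 1.14. In these 5 genes every GA array lay below every mannitol array. The largest mean decreases were those of the immediate early genes *NR4A2* (-2.06, standard error 0.319), *EGR3* (-1.81, standard error 0.439) and *FOSB* (-1.70), which encode transcription factors that cells induce within minutes of a stimulus. Their spread was wider (-2.40 and -1.65 within processing batches B1 and B2 for *NR4A2*, -2.46 and -0.99 for *EGR3*), and 21, 17 and 21 of the 24 GA arrays lay below every mannitol array. Within B2 the call for *EGR3* was lost. Of 38 measured genes of the type I interferon response, 32 were upregulated and 1 was downregulated (33 and 1 when adjusted over the list alone), led by the antiviral genes *IFIT3* (FC 2.08) and *EPSTI1* (FC 1.74). Camera called this list with an FDR-adjusted p-value of 1.56e-15.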

Fewer genes were significantly modulated as treatment time increased, with approximately half as many modulated at 12 hours, and approximately one-quarter at 24 hours (Table 1). 

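At 12 h *STATH* was again the gene with the largest rise (FC 7.55), followed by the tetraspanin gene *CD9* (FC 2.87), the fatty acid carrier *FABP4* (FC 2.44), *NPTX1* (FC 2.34) and the semaphorin receptor *NRP1* (FC 2.23). The largest fall at 12 h was that of *CAV1*, which encodes the coat protein of caveolae (-0.89 on the log2 scale, standard error 0.044, FDR-adjusted p-value 6.96e-19 from limma). At 24 h *STATH* (FC 2.45) and *FABP4* (FC 2.14) led the upregulated genes, with *CD52* (FC 1.76), a surface glycoprotein of leukocytes, and *CYBB* (FC 1.63), a subunit of the phagocyte oxidase. The largest fall was that of *CYP46A1*, a cholesterol hydroxylase (-0.50, standard error 0.054). In each of these genes the means of all 4 lots of GA lay on the same side of mannitol. The called genes numbered 3183 at 12 h and 2149 at 24 h, which is 44.6% and 30.1% of those at 6 h. The count at 24 h depended on mannitol array 5, without which the number of called probesets went from 3024 to 1543. Of the probesets upregulated at 12 h, 1531 of 2458 were also upregulated at 6 h, where independent lists would share 264. Of those downregulated at 12 h, 1668 of 2546 were shared (333 for independent lists). A total of 75 probesets upregulated at 6 h were called as downregulated at 12 h, and 140 downregulated at 6 h were called as upregulated at 12 h.

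**Figure D1:**
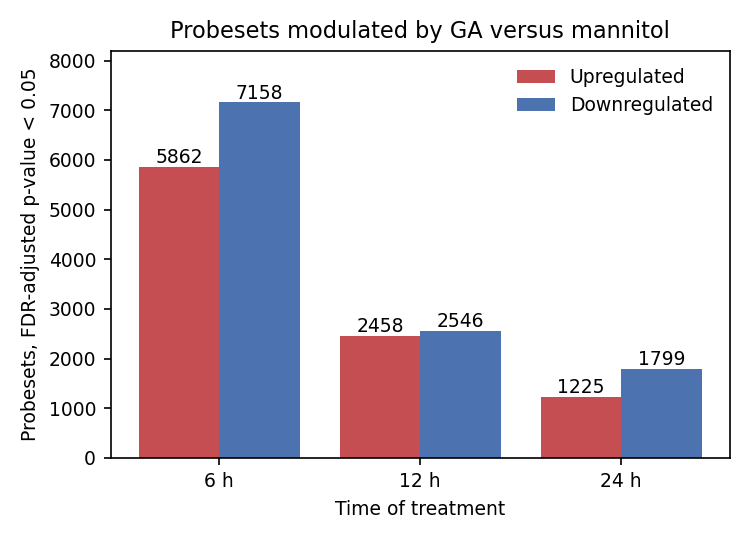
Number of probesets (vertical axis) upregulated and downregulated by GA relative to mannitol control at an FDR-adjusted p-value under 0.05, at 6, 12 and 24 h (horizontal axis), from 24 GA and 6 mannitol arrays per time point. The upregulated probesets number 5862, 2458 and 1225, and the downregulated ones 7158, 2546 and 1799.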

We chose 6 h for initial downstream analysis since this timepoint reflects the greatest impact of treatment. 

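A difference between the effect of GA at 6 h and at 24 h, tested in a model with all 3 time points, passed for 7425 probesets. Genes of cholesterol synthesis did not follow a single course over time. At 6 h, 4 of the 19 measured genes were upregulated and 10 downregulated (5 and 10 when adjusted over the list alone), among them *SQLE* (FC 1.40) and *DHCR7* (-0.56), and the list was not called by camera (FDR-adjusted p-value 0.0684). At 12 h 15 were upregulated and none was downregulated (16 upregulated when adjusted over the list alone), with *DHCR7* at FC 1.32 and *ACAT2* at FC 1.31 (camera, FDR-adjusted p-value 3.35e-16). At 24 h 12 were downregulated and none was upregulated (17 downregulated when adjusted over the list alone), with *LSS* at -0.26 and the sterol sensor *INSIG1* at -0.24 (camera, FDR-adjusted p-value 5.53e-12). Of 25 genes of macrophage maturation and scavenging, 15 were upregulated and 1 was downregulated at 6 h, and 17 were upregulated and none was downregulated at each later time (16 and 2 at 6 h and 19 and 1 at each later time when adjusted over the list alone). Whether these were the same genes was not tested. The scavenger receptor *CD36* was 2.33-fold up at 6 h, and *SPP1* (FC 1.53) and *GPNMB* (FC 1.38) were among those upregulated at 24 h. Because GA persisted in the culture medium over 24 h, the paper holds a falling drug concentration to be an improbable reason for the smaller later response, and places the strongest action of GA on expression at 6 h.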

The fact that GA levels persist in cell culture medium over 24 h (Supplementary Figure 1) indicates that this observation is unlikely to reflect decreased drug concentration, but rather that GA impacts expression most pronouncedly at 6 h. The use of this early timepoint may also be biologically relevant given that GA is thought to be rapidly degraded at the injection site, eventually without measurable blood levels^13^,^14^.

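A list of 26 genes of anti-inflammatory and alternative macrophage activation held 16 genes that GA upregulated at 6 h, 3 that it downregulated and 7 that were not called (17 upregulated and 3 downregulated when adjusted over the list alone). *HMOX1*, the heme-degrading enzyme heme oxygenase, was upregulated with an FC of 2.78. *PRDM1*, a transcriptional repressor that limits cytokine production, rose from 8.14 ± 0.10 (SD, n = 6) with mannitol to 9.42 ± 0.14 (SD, n = 24) with GA, an FC of 2.42 (log2 standard error 0.056, FDR-adjusted p-value 4.77e-21 from limma). *IL10RA*, a chain of the IL-10 receptor, was upregulated with an FC of 1.88, and all 24 GA arrays exceeded every mannitol array for both *PRDM1* and *IL10RA*. *CISH*, a suppressor of cytokine signalling, was downregulated in every lot of GA (-0.44, standard error 0.028, FDR-adjusted p-value 7.15e-16). Camera called the list as raised (FDR-adjusted p-value 6.33e-07). At 24 h 8 of the 26 genes were upregulated and none was downregulated (11 and 1 when adjusted over the list alone).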

The differentially-expressed genes included several anti-inflammatory genes. For instance, *IL10*, the gene encoding the anti-inflammatory cytokine IL-10, was increased in expression at the 6h timepoint (FDR-adjusted p-value 3.1e-9; fold change (FC) 1.52; Fig. 1a). 

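*IL10* was measured by a single probeset, at 5.76 ± 0.16 (SD, n = 24) with GA and 5.15 ± 0.07 (SD, n = 6) with mannitol. The log2 difference was 0.61 (standard error 0.066, FDR-adjusted p-value 1e-09 from limma). It was 0.68 within processing batch B1 and 0.55 within B2. All 24 GA arrays lay above every mannitol array, and the means of the 4 lots ran from 5.68 in lot A to 5.85 in lot C. At 12 h the log2 difference was 0.10 (standard error 0.064, FDR-adjusted p-value 0.472) and at 24 h it was 0.03 (standard error 0.053, FDR-adjusted p-value 0.815). The effect at 6 h exceeded that at 12 h by 0.51 (FDR-adjusted p-value 4.02e-06 for the difference between the effects).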

Expression of *IL1RN*, encoding IL-1ra, which inhibits the activities of the pro-inflammatory cytokines IL-1a and IL-1b, was increased at all three timepoints. 

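Under GA the level of *IL1RN* at 6 h, from its brightest probeset, was 11.0 ± 0.06 (SD, n = 24), against 10.49 ± 0.03 (SD, n = 6) with mannitol. At 12 h the same probeset gave 10.16 ± 0.06 with GA and 9.78 ± 0.05 with mannitol, an FC of 1.31 (FDR-adjusted p-value 6.65e-12 from limma). At 24 h the lowest p-value was that of another probeset, with an FC of 1.14 (log2 standard error 0.036, FDR-adjusted p-value 0.000343). The call at 24 h was lost within processing batch B1 and within B2, which hold fewer arrays. All 4 lots of GA were above mannitol at each time point. The effect at 6 h was larger than that at 12 h by 0.13 on the log2 scale (FDR-adjusted p-value 0.0353 for the difference) and larger than that at 24 h by 0.37 (FDR-adjusted p-value 3.34e-12).

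**Figure D2:**
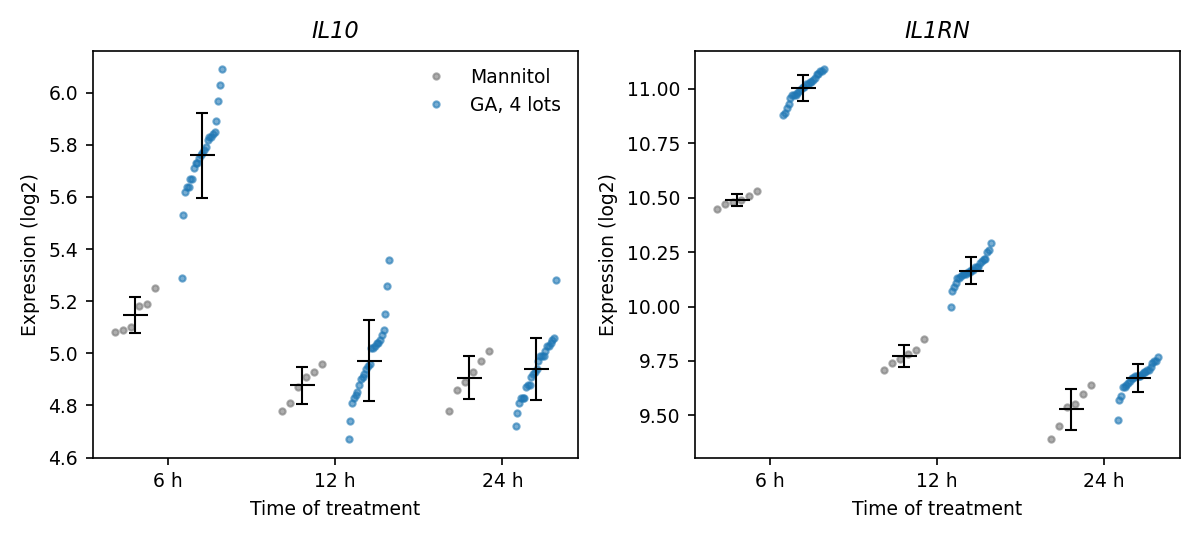
Expression of *IL10* and of *IL1RN* (its brightest probeset) on the log2 scale (vertical axis) at 6, 12 and 24 h (horizontal axis) for each of 6 mannitol and 24 GA arrays, with mean and SD as black bars. The *IL10* means of GA and mannitol lie apart at 6 h (5.76 and 5.15), and the mean of *IL1RN* under GA stands above that of mannitol at each time, with arrays that overlap at 24 h.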

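*IL1RN*, the gene of the IL-1 receptor antagonist, is represented by 5 probesets on the array, and GA raised 3 of them at 6 h. The brightest probeset rose by 0.52 on the log2 scale (FC 1.43, standard error 0.028, FDR-adjusted p-value 4.31e-18 from limma), the next brightest by 0.44 (FC 1.36, standard error 0.040, FDR-adjusted p-value 9.9e-12) and the next by 0.34 (FC 1.26, standard error 0.033, FDR-adjusted p-value 7.22e-11). For the brightest probeset the difference was 0.53 within processing batch B1 and 0.50 within B2, and all 24 GA arrays exceeded the 6 mannitol arrays. The remaining probesets, at 6.50 and 3.62 under GA, were the dimmest and were not called.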

Figure 1b shows the 6h timepoint for all present probesets (FDR-adjusted p-values 6.7e-16, 1.7e-10 and 1.2e–9, and FC 1.43, 1.35, and 1.26, respectively).

To determine whether the differentially-expressed genes related to one another in a coordinated fashion, top significantly up- and down-regulated genes were examined for pathway enrichment using DAVID^15^ as described in Methods (Fig. 2a; Supplementary Table 2). 

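At an FDR-adjusted p-value under 1e-05 and an FC of at least 1.5, GA upregulated 256 genes at 6 h. These included 7 genes of the type I interferon response, where 0.492 would be drawn by chance (Fisher's exact test, one-sided, adjusted p = 6.04e-06), and 5 genes of the list of matrix metalloproteinases and their inhibitors (adjusted p = 6.01e-05). This overlap test was chosen after the data were examined. Of 27 measured NF-kB target genes, 18 were upregulated and 2 downregulated (19 and 2 when adjusted over the list alone), among them the pattern recognition protein *PTX3* (FC 1.99) and the cytokine subunit *EBI3* (FC 1.52), and camera called the list (FDR-adjusted p-value 4.66e-09). Of 25 lysosomal genes, 15 were upregulated and 1 was downregulated (15 and 2 when adjusted over the list alone), led by the protease *CTSL* (FC 1.91; camera, FDR-adjusted p-value 1.71e-08). Of 24 genes of leukocyte adhesion and tetraspanins, 14 were upregulated and 3 downregulated (15 and 3 when adjusted over the list alone), led by *CD9* (FC 3.77) and the endothelial and leukocyte adhesion molecule *PECAM1* (FC 2.21; camera, FDR-adjusted p-value 5.91e-06). Of 25 metalloproteinase genes and inhibitors, 13 were upregulated and 2 downregulated (13 and 2 when adjusted over the list alone; camera, FDR-adjusted p-value 1.74e-06). Chemokine genes were upregulated in 8 of 22 cases and downregulated in 3 (8 and 3 when adjusted over the list alone), a call by camera (FDR-adjusted p-value 0.0166) that was lost at adjusted p = 0.156 with an estimated correlation. Genes of Toll-like and NOD-like receptor signalling were upregulated in 12 of 28 cases and downregulated in 3 (12 and 4 when adjusted over the list alone), including *NLRC4* (FC 1.83) and the endotoxin receptor *TLR4* (FC 1.74; camera, FDR-adjusted p-value 0.00373). This call was also lost, at adjusted p = 0.0867 with an estimated correlation. Of 19 pro-inflammatory cytokine genes, 5 were upregulated, such as *IL1B* (FC 1.41), and 1 was downregulated (5 and 1 when adjusted over the list alone; camera, FDR-adjusted p-value 0.11).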

The top genes upregulated by GA in the human THP–1 cell line at 6 h of treatment were enriched significantly (Benjamini-corrected p-value < 0.05) for 114 pathways (Supplementary Table 2), including many immune-related pathways. For example, the top upregulated genes in the cytokine-cytokine receptor interaction pathway (hsa04060) are shown in Fig. 2b. Additionally, 9 pathways were significantly enriched among genes downregulated by GA (Supplementary Table 2).

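All 13 genes shown there were upregulated by GA at 6 h, and in each of them the means of all 4 lots exceeded mannitol. The eosinophil-attracting chemokine gene *CCL24* rose from 6.93 ± 0.13 (SD, n = 6) to 8.77 ± 0.17 (SD, n = 24), an FC of 3.59 (log2 standard error 0.067, FDR-adjusted p-value 1.17e-23 from limma). *IL7R*, a chain of the IL-7 receptor, had an FC of 3.50. The death receptor *TNFRSF21* (FC 1.97), the B cell survival factor *TNFSF13B* (FC 1.74) and the growth factor *VEGFA* (FC 1.68) followed. The receptors *IFNGR1* (FC 1.64), *CSF1R* (FC 1.64), *CX3CR1* (FC 1.58), *IL2RG* (FC 1.54) and *CCR1* (FC 1.43) rose less. Every GA array lay above every mannitol array for each of these 10 genes. Camera called the list (FDR-adjusted p-value 1.19e-28), but the paper chose these genes on the same arrays, so neither this test nor the count of 13 when adjusted over the list alone is independent evidence.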

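Of 22 measured genes of ribosome biogenesis and MYC targets, 21 were downregulated by GA at 6 h and none was upregulated (22 downregulated when adjusted over the list alone). Among them were the nucleolar genes *RRP9* (-0.52 on the log2 scale) and *NOLC1* (-0.44) and the polyamine enzyme *ODC1* (-0.32), and camera called the list (FDR-adjusted p-value 9.7e-17). Of 20 heat shock protein genes, 13 were downregulated and none was upregulated (14 downregulated and 1 upregulated when adjusted over the list alone), including *HSPA4L* (-0.79) and the cochaperone *FKBP4* (-0.54; camera, FDR-adjusted p-value 0.000294). This list had adjusted p = 0.158 with an estimated correlation. Of 25 genes of the unfolded protein and amino acid stress response, 12 were downregulated and 3 upregulated (13 and 3 when adjusted over the list alone), including the serine synthesis enzyme *PSAT1* (-0.64; camera, FDR-adjusted p-value 0.0352), and the list had adjusted p = 0.275 with an estimated correlation. Of 29 immediate early genes, 19 were downregulated, such as the phosphatase gene *DUSP2* (-0.67), and 5 upregulated, such as *PHLDA1* (FC 2.52; 19 and 7 when adjusted over the list alone). Their camera FDR-adjusted p-value of 0.0261 became adjusted p = 0.46 with an estimated correlation. The mean of these 29 genes was 9.78 with mannitol, 9.76 in lot A of GA and 9.11 in lot D, so that the mean, over members that go both ways, differed little from mannitol in lot A. There *NR4A2* (8.74) and *FOSB* (9.96) still lay below mannitol (9.54 and 10.5), while *PTGS2* stood at 8.24 against 8.26. Of 36 cell cycle genes, 19 were downregulated and 13 upregulated (19 and 14 when adjusted over the list alone), and the list was not called (camera, FDR-adjusted p-value 0.0509). At an FC of at least 1.5 and an FDR-adjusted p-value under 1e-05, the 119 downregulated genes held 3 immediate early genes, *DUSP2*, *EGR4* and *NR4A2*, against 0.175 by chance (Fisher's exact test, one-sided, adjusted p = 0.0166).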

### Gene-expression differences induced by Probioglat versus GA

Differential gene-expression analysis was performed to compare directly between profiles induced by branded GA and by the purported generic glatiramoid, Probioglat. The standard R LIMMA bioconductor package was utilized to measure differentially-expressed probesets across the entire microarray. 

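Among the probesets called between Probioglat and GA at 6 h, Probioglat was mostly the higher of the pair. The largest difference was in *MMP1*, a collagenase gene, with an FC of 1.50. *FABP4*, which encodes a lipid carrier of macrophages, was 0.47 higher on the log2 scale with Probioglat (standard error 0.073, FDR-adjusted p-value 0.001 from limma), and all 6 Probioglat arrays lay above the 24 GA arrays. *NFE2L3*, a transcription factor gene, was 0.41 higher (FDR-adjusted p-value 0.00315), *POPDC3*, a membrane protein gene of muscle, 0.37 higher (FDR-adjusted p-value 0.0333), and *IL4I1* 0.37 higher (FDR-adjusted p-value 0.00954). The call was lost in 8 alternative analyses for *POPDC3*, in 5 for *IL4I1* and in 3 each for *MMP1*, *FABP4* and *NFE2L3*. In all, 162 probesets differed, of which 85.2% were higher with Probioglat, and they named 117 genes (104 higher and 13 lower). No probeset passed the limits of an FC of 1.5 and an FDR-adjusted p-value of 1e-05 used for GA, while 6208 had an unadjusted p-value under 0.05 in limma, nearly evenly split (3310 higher and 2898 lower). Colony-stimulating factor receptor *CSF1R* did not differ, with a log2 difference of 0.00 (standard error 0.040), nor did *VEGFA* at 0.05 (standard error 0.039).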

Many significant differences were observed between GA and Probioglat (Table 2). 

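At 12 h limma called 5 probesets between Probioglat and GA, of which 3 were higher with Probioglat. Of the 5, 4 named a gene, *PRDM1*, *RCSD1*, the zinc finger gene *ZNF566* and the ubiquitin ligase component *FBXO45*. *RCSD1* was 0.37 higher (standard error 0.057, FDR-adjusted p-value 0.00333). *ZNF566* was lower (-0.27, FDR-adjusted p-value 0.0448), and so was *FBXO45* (-0.18, FDR-adjusted p-value 0.0328). The call was lost in 12 alternative analyses for *ZNF566*, in 10 for *FBXO45*, in 4 for *RCSD1* and in 1 for *PRDM1*. The other probeset of *RCSD1*, which is the brighter of its pair, gave a log2 difference of -0.04. At 24 h the only called probeset was that of *MMP9*. Probesets with an unadjusted p-value under 0.05 numbered 3992 at 12 h and 3486 at 24 h. Leaving out GA lot D, 92 probesets passed at 12 h and 38 at 24 h. A test of the difference between time points found 6 probesets whose Probioglat-GA effect changed from 6 to 12 h and 3 from 6 to 24 h.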

As expected based on the more extensive response to GA at 6 h, the most differences were observed at the 6 h timepoint. 

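Of the 138 probesets higher with Probioglat, 1 had been downregulated by GA relative to mannitol, 15 were not called and 122 had also been upregulated. Independent lists would share 14.8 with this group of 122, but the comparisons use the same GA arrays and are not independent. Genes in this group beyond those the paper discusses were *IL7R* (0.37 on the log2 scale, FDR-adjusted p-value 0.00141 from limma; its other probeset 0.27, FDR-adjusted p-value 0.0652), the interferon-induced nuclease *ISG20* (0.28, FDR-adjusted p-value 0.00284) and the viral RNA sensor *IFIH1* (0.24, FDR-adjusted p-value 0.00861). Of the 24 lower probesets, 9 had been downregulated by GA, 3 upregulated and 12 were not called. All 162 differences, selected on the arrays of both processing batches together, kept their direction within each. When 138 higher probesets were selected in B1 alone, 78.3% were higher in B2, and 76.1% in the reverse case. Within B1 alone 1 probeset passed the test, and within B2 alone none did, where 3 and 2 Probioglat arrays were available (limma). Leaving out any of Probioglat arrays 1 to 5 lowered the count to between 76 and 97. Without GA lot C 85 probesets passed, and without lot A 268.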

See Supplementary Table 3 for the full list of differentially-expressed probesets at 6h: 138 upregulated, 24 downregulated (126 upregulated, 22 downregulated after presence/absence filtering).

These differences included pro-inflammatory genes showing increased expression with Probioglat versus GA, including *CCL5, CCL2, MMP9, MMP1, CXCL10, CD14, ICAM1* and *BIRC3* (all significant by FDR-adjusted p-value < 0.05, described in the Discussion). 

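The values are given here for the genes with a probeset that names them. All 6 Probioglat arrays lay above the median of the 24 GA arrays for *CCL5*, *CCL2*, *MMP9*, *MMP1*, *CXCL10*, *CD14* and *ICAM1*, which encode attractants of leukocytes, matrix-degrading enzymes, a receptor for endotoxin and an adhesion molecule. The number of Probioglat arrays above every GA array was 6 for *MMP9*, 5 for *CXCL10* and *CD14*, 4 for *ICAM1* and *CCL5*, 3 for *MMP1* and 2 for *CCL2*. Of 19 measured genes of a wider list of pro-inflammatory cytokines, which shares no member with these 7, none was called in either direction (none when adjusted over the list alone). The lowest p-value there was that of *IL1B*, with a log2 difference of 0.17 (standard error 0.053, FDR-adjusted p-value 0.17 from limma), and the largest difference that of *TNF*, with 0.19 (standard error 0.177, FDR-adjusted p-value 0.732).

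**Figure D3:**
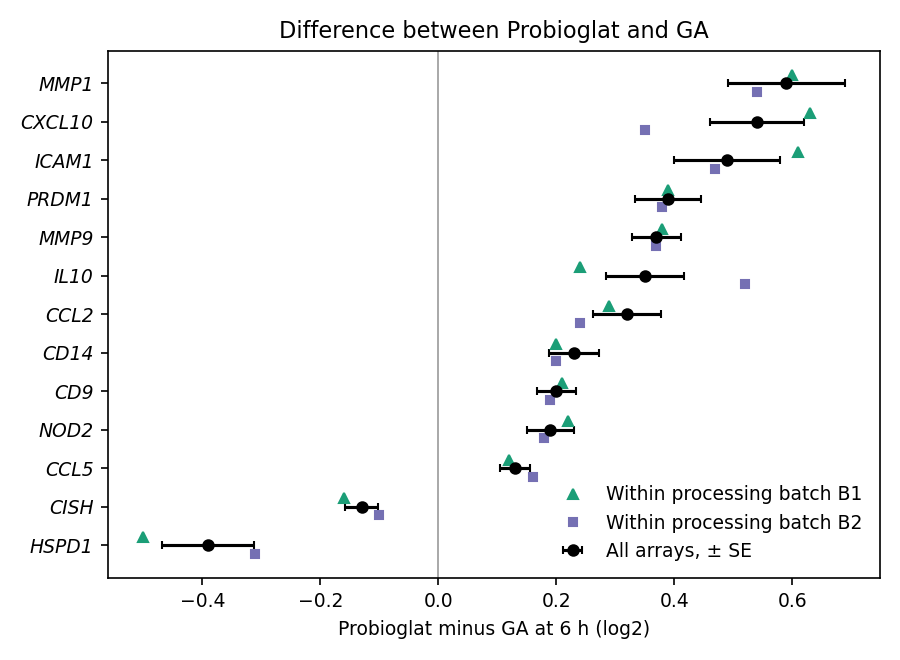
Difference between Probioglat and GA at 6 h on the log2 scale (horizontal axis) for 13 genes named by the paper (vertical axis). Black points and bars give the difference over 6 Probioglat and 24 GA arrays with its standard error, triangles and squares the differences within processing batches B1 and B2, and 11 genes lie above 0 and 2 below it in all of these.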

Differences were also observed in levels of anti-inflammatory genes. 

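For 2 genes linked to the control of inflammation, *CISH* and the chaperonin gene *HSPD1*, all 6 Probioglat arrays lay below the median of GA at 6 h. Of these arrays, 5 lay below every GA array for *CISH* and 4 for *HSPD1*. For *IL10* and *PRDM1* all 6 Probioglat arrays lay above the median of GA, with 3 and 6 of them above every GA array. The call for *HSPD1* rested on the dimmest probeset, and the other 4 probesets of the gene did not differ. Its brightest probeset gave a log2 difference of -0.01 (standard error 0.028, FDR-adjusted p-value 0.944 from limma). In the list of anti-inflammatory and alternative activation genes, 4 of 26 were higher with Probioglat and 1 was lower (7 and 1 when adjusted over the list alone). Besides *IL10*, *PRDM1* and *CISH*, the called genes were *IL10RA* (0.16, FDR-adjusted p-value 0.0172) and *TNFAIP3*, an inhibitor of NF-kB signalling (0.17), and camera called the list (FDR-adjusted p-value 0.00429). *IL1RN* was not called between the compounds, with a largest log2 difference of 0.09 (standard error 0.033, FDR-adjusted p-value 0.233). In that probeset all 6 Probioglat arrays lay above the median of GA.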

Probioglat downregulated *CISH* and *HSPD1* and upregulated *IL10* and *PRDM1* relative to GA (all significant by FDR-adjusted p-value < 0.05, described in the Discussion).

Overall, 106 pathways were enriched significantly (Benjamini-corrected p-value < 0.05) among genes upregulated by Probioglat relative to GA, including general terms like immune system process (GO:0002376) and immune response (GO:0006955) pathways (Benjamini-corrected p-values 1.5e–5 and 3.3e–4, respectively), as well as many other immune-related pathways, such as regulation of lymphocyte mediated immunity (GO:0002706, Benjamini-corrected p-value 0.007) and B cell proliferation (GO:0042100 Benjamini-corrected p-value 0.049) (Fig. 3a; Supplementary Table 4a-b). 

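Genes of the type I interferon response leaned towards Probioglat at 6 h, although only *ISG20* and *IFIH1* of the 38 measured genes were called higher and none was called lower (20 and none when adjusted over the list alone; camera, FDR-adjusted p-value 5.95e-11). *IFIT3*, with a log2 difference of 0.28, did not pass (FDR-adjusted p-value 0.122). Of 22 chemokine genes, *CXCL10*, *CCL2* and *CCL5* were called higher and none lower (9 and none when adjusted over the list alone; camera, FDR-adjusted p-value 1.06e-06). Among 24 genes of adhesion and tetraspanins, *CD9*, *ICAM1* and *ICAM2* (0.18, FDR-adjusted p-value 0.0337) were higher (8 higher when adjusted over the list alone; camera, FDR-adjusted p-value 4.15e-05). Of 25 macrophage maturation genes, 3 were higher, including the lipid scavenger receptor *CD36* (0.19, FDR-adjusted p-value 0.00364; 8 when adjusted over the list alone; camera, FDR-adjusted p-value 2.58e-05). None of 17 MHC class II genes was called, and *HLA-DPB1* had the lowest p-value, with a log2 difference of 0.14 (FDR-adjusted p-value 0.0875; 5 higher and 1 lower when adjusted over the list alone; camera, FDR-adjusted p-value 0.0594). Of the 25 metalloproteinase genes and inhibitors, 3 were higher, among them *ADAM9* (0.18, FDR-adjusted p-value 0.0446; 3 higher and 2 lower when adjusted over the list alone). The list was not called (camera, FDR-adjusted p-value 0.108), and its median was -0.003 and its mean 0.044. Camera called 11 of the 24 lists, and 8 kept the call with an estimated correlation. The 24 include the lists of Figs. 2b and 3b, which the paper chose on these arrays. When the arrays were split into other groups, 5 of 100 splits, the real one included, called as many lists. Chance was therefore not excluded for this number.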

Multiple significantly enriched pathways were relevant to inflammation, including response to lipopolysaccharide (LPS) (GO:0032496; Fig. 3b), regulation of inflammatory response (GO:0050727), regulation of tumor necrosis factor production (GO:0032680), and NOD-like receptor signaling (hsa04621) (Benjamini-corrected p-values of 8.7e-4, 0.015, 0.028, and 0.027, respectively). 

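Of the gene lists, that of NF-kB target genes held the most called genes, with 8 of 27 measured genes higher with Probioglat than with GA at 6 h and none lower (17 and 1 when adjusted over the list alone). The inhibitor *NFKBIE*, itself induced by NF-kB, was higher by 0.22 on the log2 scale (standard error 0.037, FDR-adjusted p-value 0.00158 from limma), and the costimulatory receptor *CD40* by 0.20 (standard error 0.039, FDR-adjusted p-value 0.00775). The other 6 were *EBI3*, *ICAM1*, *NFKBIA*, *PTX3*, *TNFAIP3* and *TNFRSF9*. These 8 of the 104 higher genes compare with 0.142 by chance (Fisher's exact test, one-sided, adjusted p = 1.09e-11). Camera also called the list (FDR-adjusted p-value 1.02e-09), and the call held with an estimated correlation (adjusted p = 0.00372). Of 28 genes of Toll-like and NOD-like receptor signalling, *CD14* and *NOD2* were higher and none was lower (8 higher when adjusted over the list alone). Camera called that list (FDR-adjusted p-value 0.00131), and it had adjusted p = 0.0565 with an estimated correlation.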

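The 13 genes lower with Probioglat than with GA at 6 h shared no more than 1 member with any of the 24 lists, and the smallest adjusted p was 0.204 (Fisher's exact test, one-sided). After *HSPD1*, the largest decreases were those of *TECR*, an enzyme of fatty acid elongation (-0.33 on the log2 scale, standard error 0.058, FDR-adjusted p-value 0.00282 from limma), the vesicle fusion gene *NAPB* (-0.27, FDR-adjusted p-value 0.0287) and the RNA-binding protein gene *HNRNPD* (-0.23, FDR-adjusted p-value 0.0299). *BMP8B*, a growth factor gene, was lower by 0.22 on the log2 scale, at 11.98 ± 0.10 (SD, n = 6) against 12.2 ± 0.11 (SD, n = 24; FDR-adjusted p-value 0.0201). *PPP2R3C* (-0.22), *CLK1* (-0.21), *ERLIN1* (-0.17) and *SUGP2* (-0.17) were also lower. Their calls were lost in 10, 10, 9 and 12 alternative analyses. Those of *NAPB*, *HNRNPD*, *BMP8B* and *TECR* were lost in 13, 10, 6 and 3. By the brightest probeset of each gene, *TECR* (0.03), *HNRNPD* (0.01) and *PPP2R3C* (0.04) did not differ. Heat shock protein genes held 1 lower gene of 20 (1 lower and 1 higher when adjusted over the list alone; camera, FDR-adjusted p-value 0.402). None of 29 immediate early genes was called (1 lower when adjusted over the list alone). Camera called that list as lower (FDR-adjusted p-value 0.00429), but it had adjusted p = 0.423 with an estimated correlation.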

No pathways were enriched significantly among genes downregulated by Probioglat versus GA.

### qRT-PCR validates upregulation of pro-inflammatory markers by Probioglat versus GA treatment at 6h

To validate the expression results comparing Probioglat with GA for key inflammation and MS-related genes, two chemokines (*CXCL10*, FDR p-value < 0.0006 with FC 1.46 and *CCL5*, FDR p-value < 0.02 with FC 1.09), two matrix metalloproteinases (*MMP1*, FDR p-value < 0.002 with FC 1.50 and *MMP9*, FDR p-value < 2.8e-6 with FC 1.29) and a non-secreted cell surface marker (*CD9*, FDR p-value < 0.002 with FC 1.15) that is a component of myelin and a marker of myelinogenic progenitor cells^16^ were tested independently by robust qRT-PCR analysis (see Methods). 

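On the arrays *CD9*, a tetraspanin of the cell surface, was measured at 11.39 ± 0.04 (SD, n = 6) with Probioglat and 11.2 ± 0.07 (SD, n = 24) with GA, an FC of 1.15 (log2 standard error 0.033, FDR-adjusted p-value 0.00141 from limma). All 6 Probioglat arrays lay above every GA array. The log2 difference was 0.21 within processing batch B1 and 0.19 within B2. GA had itself raised *CD9* from 9.28 ± 0.09 (SD, n = 6) with mannitol, and relative to mannitol the FC of Probioglat was 4.33. The other 2 probesets of *CD9* were dim, at 5.39 and 5.77 with GA, and were called in neither comparison.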

All the genes tested were significantly differentially expressed between Probioglat and GA, as expected based on the microarray analysis (Table 3).

### Protein levels at 24h are consistent with upregulation of pro-inflammatory mRNA markers by Probioglat versus GA treatment at 6h

Protein concentration was tested in the same experiment at the 24 h timepoint in order to validate upregulation of pro-inflammatory markers by Probioglat versus GA. Taking into consideration the fact that differences observed at the mRNA level do not necessarily translate to protein concentration differences, and may reflect regulatory processes, a Luminex kit measuring the concentrations of a panel of 45 chemokines and cytokines (in pg/ml) was employed. The Bio-Plex Human Chemokine (Bio Rad kit) and the Luminex Performance Assay (R&D kit) were utilized. Protein concentrations were measured in a single replicate at 24 hours, a timepoint estimated to correspond to the time when the mRNA signals observed at 6 hours may have been translated to protein. Of the five genes tested by qRT-PCR, three were represented on the Luminex panel: *CCL5*, *CXCL10*, and *MMP9*. All three showed higher concentrations in the Probioglat samples than the GA samples (fold changes 1.5, 2.3, and 1.4, respectively; Supplementary Figure 5) consistent with the directionality of the gene expression data (Fig. 4a-c). Two other genes discussed above, *IL10* and *CCL2*, were also present on the Luminex panel and also showed higher concentration levels in Probioglat relative to GA (fold changes 1.8 and 1.3, respectively; Supplementary Figure 5), consistent with the directionality observed at the mRNA level (Fig. 4d,e).

### Key genes upregulated by Probioglat compared to GA were validated in primary human monocytes

While immortalized cell lines are widely utilized in biological research and provide various advantages including uniformity and accessibility, it is important to confirm that the changes introduced by the immortalization process do not alter the key results. Therefore, top findings from the expression data were further tested in primary monocytes from healthy human donors using the sensitive method of qRT-PCR. Nine genes (*CCL2, CCL5, CXCL10, MMP1, MMP9, CD9, ICAM1, IL10, IL1RN*) were chosen for testing based on the findings reported above from the THP-1 monocyte cell line. In primary monocytes from a healthy donor with 6 replicates, the majority of the tested genes exhibited the expected directionality of expression differences between Probioglat and GA. Five of these nine genes passed statistical significance (Fig. 5). These genes included *IL1RN*, and the pro-inflammatory *CCL2, CCL5, CXCL10* and *MMP9* (p values < 0.01 and 0.009, 0.029, 0.02, and 0.009, respectively).

## Discussion

The significant gene-expression changes observed in the human THP-1 cell line due to treatment with branded GA included changes consistent with previous literature (as discussed below), supporting the validity of the chosen model system and current study design for revealing relevant treatment effects.

For example, expression of the anti-inflammatory gene *IL10* was increased at the 6h timepoint, consistent with known GA mechanism in monocytes^3^,^4^,^17^. As discussed above, GA’s anti-inflammatory effect is mediated by secretion of IL-4, IL-10, and other anti-inflammatory cytokines in terms of both T-cells (Th1 to Th2 shift) and monocytes, resulting in a shift from monocyte production of IL-12 to anti-inflammatory IL-10. For example, monocytes from mice treated with GA secreted more IL-10 than monocytes from untreated mice^3^, and monocytes isolated from MS patients treated with GA produced more IL-10 relative to untreated patients.^4^ Additionally, dendritic cells exposed to GA during maturation increased their production of IL-10^17^.

Another anti-inflammatory gene, *IL1RN* (encoding IL-1ra, which inhibits the activities of the pro-inflammatory IL-1a and IL-1b) showed increased expression at all three timepoints. These observations are consistent with work showing that blood levels of soluble IL1-ra protein increased with GA treatment in MS patients and EAE mice, and that levels of soluble IL1-ra increased with GA treatment in human monocytes stimulated with LPS or activated by T-cell contact^6^.

Branded GA significantly modulated many pathways (Supplementary Table 2). At 6h, pathways enriched significantly among upregulated genes included broad categories such as immune response and regulation of immune processes, and more specifically cytokine-cytokine receptor interactions. Other significantly enriched pathways included adhesion, and other pathways with broad relevance to the disease process and/or proposed action of GA. Several of these pathways were also significantly enriched among genes modulated by GA in monocytes from RRMS patients^18^.

Upon comparison of GA with Probioglat, significant gene-expression differences were seen (Table 2). 

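The lots of GA differed among themselves, also in immediate early genes. *EGR3*, a transcription factor of this group, had a mean of 10.77 in lot A, 9.41 in lot B, 8.97 in lot C and 7.72 in lot D at 6 h (6 arrays each). *NR4A2* ran from 8.74 in lot A to 6.68 in lot D. Against the other 3 lots, lot A was 2.07 higher on the log2 scale in *EGR3* (FDR-adjusted p-value 5.83e-08 from limma) and 1.63 higher in *PTGS2*, the inducible cyclooxygenase. Lot D was lower in *EGR1* (-1.08, FDR-adjusted p-value 3.21e-13) and in *TNF* (-0.79). An F test among the 4 lots called 240 probesets at 6 h, 5 at 12 h and 69 at 24 h. Within processing batch B1 it called 48 at 6 h, and within B2 68. With the other lots as comparison, 16 immediate early genes were higher in lot A and 12 were lower in lot D, whereas lots B and C differed in 1 and 2 probesets.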

Only one batch of Probioglat was available to compare to the four batches of GA, prohibiting the possibility to study batch-to-batch variability. However, the range of variation defined by the four GA batches represents a range of variation that has been demonstrated to be safe and effective by Copaxone’s clinical trials. The fact that any single batch of Probioglat results in values outside of that range (as illustrated in Supplementary Table 6 and Supplementary Fig. 4), coupled with lack of PK or PD markers to determine equivalence of the two glatiramoids, warrants further investigation. 

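For *MMP9*, a gelatinase gene, the Probioglat arrays at 6 h lay between 10.04 and 10.14, and the lot means of GA between 9.67 and 9.79. Every Probioglat array was above every GA array in 29 probesets and below every GA array in 0, on the same arrays that gave the 162 calls. Over all probesets of the array, the mean of Probioglat lay outside that range for 49.0%, where 40% is the share that chance gives to any lot among 5. When each lot was set against the other 4 lots in the same way, the shares at 6 h were 33.8% for lot A, 42.5% for lot B, 33.6% for lot C and 41.1% for lot D. At 12 h Probioglat stood at 41.5%, below lot D (43.8%) and above lots A to C. At 24 h it stood at 43.6%, below lot A (44.7%), close to lot C (43.5%) and above lots B and D. By limma's test of each lot against the other 4, 251 probesets differed for Probioglat, 217 for lot D, 189 for lot A, 32 for lot C and 11 for lot B. At 12 h Probioglat differed in 10 probesets and a lot of GA in at most 4 (lot A), and at 24 h lot A differed in 62, lot D in 30 and Probioglat in 24.

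**Figure D4:**
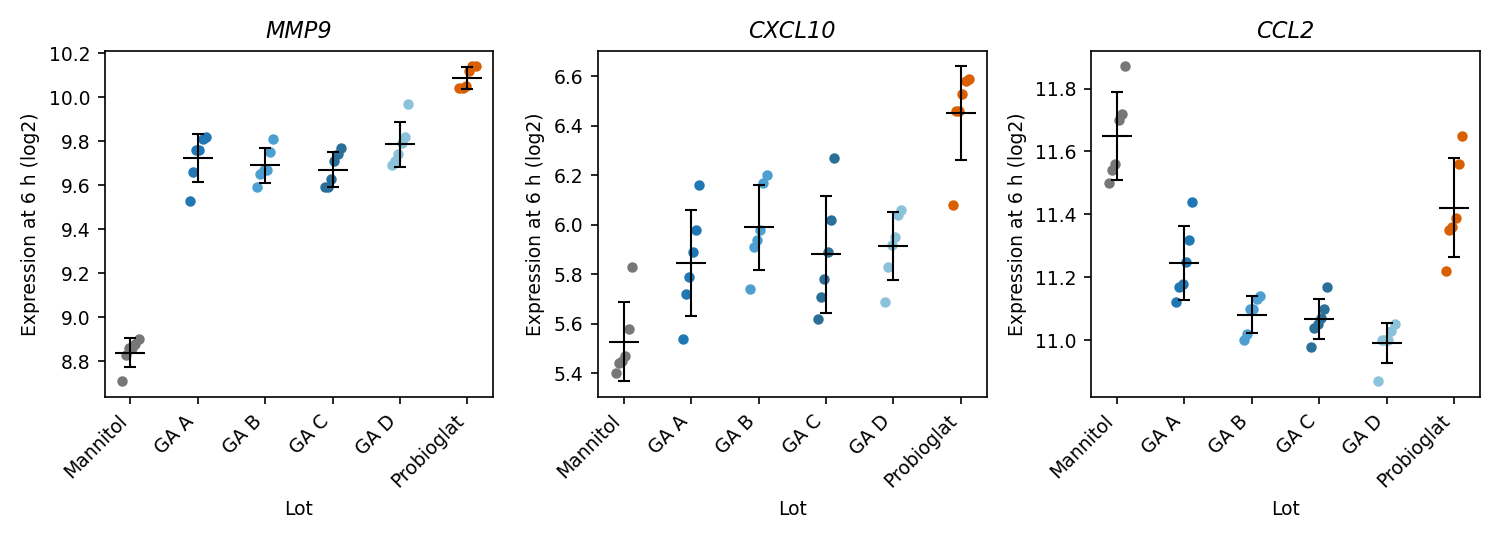
Expression at 6 h on the log2 scale (vertical axis) of *MMP9*, *CXCL10* and *CCL2* in 6 arrays each of mannitol, GA lots A to D and Probioglat (horizontal axis), with mean and SD as black bars. The 6 Probioglat arrays of *MMP9* lie above all 24 GA arrays, while for *CCL2* 2 of them do.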

The consistent confirmatory results obtained by single-probeset, pathway and independent qRT-PCR analyses are particularly robust, given the stringent statistical framework employed. It should be noted that fewer genes were significantly modulated by GA relative to Probioglat than by GA relative to mannitol, an observation expected given the intended mimicry of structure between the compounds. Indeed, many genes were modulated in the same direction by both GA and Probioglat versus control, but to differing extents (the case for many genes discussed below, except where noted). 

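Relative to mannitol, Probioglat modulated 11659 probesets at 6 h (5554 upregulated, 6105 downregulated), against 162 that separated it from GA. Its largest rises were those of genes that also led the GA response, *STATH* (FC 9.20), *MMP1* (FC at least 7.36, over a mannitol level near background), *NT5E* (FC 6.61), *IL4I1* (FC 4.75) and *IL7R* (FC 4.53). The largest decreases were those of *EGR3* (-2.59 on the log2 scale, standard error 0.556, FDR-adjusted p-value 0.000423 from limma), *NR4A2* (-2.55, standard error 0.404) and *FOSB* (-2.15, standard error 0.425). The call for *EGR3* was lost within processing batch B2. The counts for Probioglat relative to mannitol were 4316 at 12 h and 1992 at 24 h. Of the calls at 6 h, 99.8% went the same way within both processing batches, on whose arrays together they had been selected.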

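Most probesets called for GA at 6 h went the same way with Probioglat. Of the 13020 probesets that GA modulated, 12978 went in the same direction with Probioglat, 9796 were called in that direction, and none was called in the opposite direction by limma. Both effects are measured from the same mannitol arrays, and the probesets were selected on 1 of the effects, which raises this agreement. Over all probesets the direction was the same for 80.7%, against 71.8% in simulated unchanged groups that shared the controls. With separate mannitol arrays it was the same for 68.7%. The 71.8% is no comparison for that share, because separate controls were not simulated. Of the 571 probesets with an FC of at least 1.5 and an FDR-adjusted p-value under 1e-05 for GA, 503 (88.1%) moved further with Probioglat, and of all 13020 probesets 7587 (58.3%) did. Among them were *STATH*, the salivary peptide gene, at FC 9.20 against 7.53, and *CD9* at 4.33 against 3.77, whereas *CSF1R* was at 1.64 in both. Fitted over the probesets called for GA, the effect of Probioglat was 1.10 times that of GA (SD 0.027 over 6 arrays). With separate mannitol arrays for the 2 compounds this slope was 1.07, and over these 571 probesets it was 1.14. With shared mannitol arrays the correlation of the 2 effects across all probesets was 0.934, where simulated unchanged groups that shared the controls gave 0.632. With separate mannitol arrays it was 0.814. Probesets are not independent replicates in this correlation. Measured as a slope on the mean response, the lots of GA stood at 0.996 (A), 1.036 (B), 0.977 (C) and 0.971 (D), and Probioglat at 1.137 (SD 0.027).

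**Figure D5:**
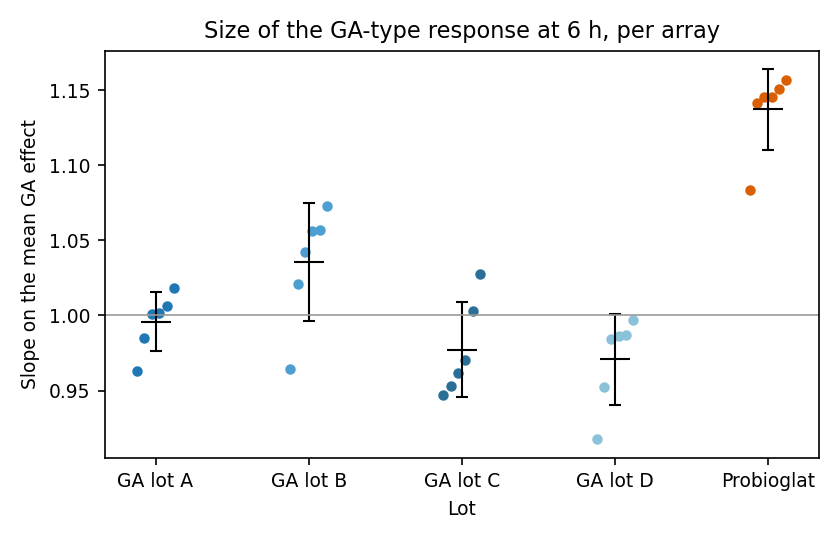
Size of the response of each array at 6 h (vertical axis), as the slope of its difference from mannitol on the mean effect of GA over probesets past both limits, for GA lots A to D and Probioglat (horizontal axis, 6 arrays each), with mean and SD as black bars. The Probioglat arrays lie between 1.084 and 1.156, above all 24 GA arrays.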

Importantly, the significant expression differences observed between GA and Probioglat were seen in genes tied to relevant disease pathoetiology and known MOA of GA. These included a number of genes tied to important immune system functions, particularly inflammation: *CCL5, CCL2, MMP9, MMP1, CXCL10, CD14, ICAM1* and *BIRC3*. Several of these genes are reported in the literature as modulated by GA treatment in patients (as discussed below).

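*CCL5*, the gene of a chemokine that draws T cells and monocytes, stood at 13.93 ± 0.04 (SD, n = 6) with Probioglat and 13.81 ± 0.05 (SD, n = 24) with GA at 6 h. Probioglat exceeded GA by 0.13 on the log2 scale (FC 1.09, standard error 0.026, FDR-adjusted p-value 0.018 from limma), with 0.12 within processing batch B1 and 0.16 within B2. In 7 alternative analyses the call was lost, among them those without GA lot C, without lots A and D, and against lot B, C or D alone. The other 2 probesets of *CCL5* were not called, with log2 differences of 0.11 (standard error 0.034, FDR-adjusted p-value 0.169) and 0.01 (standard error 0.034, FDR-adjusted p-value 0.937). Both compounds raised *CCL5* above the 12.66 ± 0.05 (SD, n = 6) of mannitol, with an FC of 2.22 for GA and 2.42 for Probioglat.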

*CCL5* (RANTES), encoding a chemokine thought to attract inflammatory immune cells to the central nervous system (CNS), was upregulated with Probioglat treatment versus GA treatment at 6h (FDR-adjusted p-value 0.018, FC 1.09 in gene-expression analysis; p-value 4e-5, FC 1.12 in qRT-PCR confirmation). Indeed, an antibody blocking CCL5 reduced disease metrics including immune infiltration into the CNS in a viral MS model^19^. Expression of the CCL5 receptor, CCR5, on GA-reactive T-cells from MS patients was shown to be decreased by chronic (1 year) GA treatment^20^. This gene was tested and confirmed to be upregulated with Probioglat treatment relative to GA treatment in primary human monocytes (p < 0.029, FC 1.53). Another pro-inflammatory cytokine gene, *CCL2* (MCP-1), was also expressed significantly more highly with Probioglat versus GA (FDR-adjusted p-value 0.003, FC 1.25). 

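For *CCL2*, which encodes a chemokine for monocytes, the level was 11.42 ± 0.16 (SD, n = 6) with Probioglat and 11.1 ± 0.12 (SD, n = 24) with GA. The log2 difference was 0.32 (standard error 0.057, FDR-adjusted p-value 0.00284 from limma). It was 0.29 within processing batch B1 and 0.24 within B2. At 12 and 24 h *CCL2* was not called between GA and mannitol, with log2 differences of 0.05 (standard error 0.062) and -0.07 (standard error 0.081).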

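With mannitol at 11.65 ± 0.14 (SD, n = 6), *CCL2* fell by 0.55 under GA on the log2 scale (standard error 0.057, FDR-adjusted p-value 3.25e-10 from limma) and fell by 0.23 under Probioglat (standard error 0.072, FDR-adjusted p-value 0.018). The call under Probioglat was lost within processing batch B2 and with a spread shared by all arrays of all times. All 24 GA arrays lay below every mannitol array. Within the processing batches B1 and B2, the differences between GA and mannitol were -0.68 and -0.41. Of the 162 probesets that separated the compounds, that of *CCL2* was the only one among the 138 higher with Probioglat that GA had downregulated.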

*CCL2* expression was decreased by GA treatment relative to mannitol control, and decreased to a lesser extent by Probioglat relative to mannitol control. CCL2 is thought to recruit inflammatory cells into the CNS in EAE and in MS^21^. This gene was also confirmed to be upregulated with Probioglat relative to GA treatment in primary human monocytes (p < 0.009, FC 1.24).

Expression of *MMP9* (Matrix Metalloproteinase 9) was significantly higher with Probioglat versus GA stimulation at 6 h (FDR-adjusted p-value 2.8e-6, FC 1.29 in gene-expression analysis, Fig. 4a; p-value 0.02, FC 1.24 in qRT-PCR confirmation), and at 24 h (FDR-adjusted p-value 0.004, FC 1.25). 

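*MMP9* encodes a gelatinase that cleaves matrix and chemokines. At 6 h it was measured at 10.09 ± 0.05 (SD, n = 6) with Probioglat, 9.72 ± 0.10 (SD, n = 24) with GA and 8.84 ± 0.07 (SD, n = 6) with mannitol. The log2 difference between Probioglat and GA was 0.37 (standard error 0.041, FDR-adjusted p-value 2.74e-06 from limma), with 0.38 within processing batch B1 and 0.37 within B2. At 24 h the levels were 9.11 ± 0.14 and 8.78 ± 0.10, a log2 difference of 0.33 (standard error 0.050, FDR-adjusted p-value 0.00432). At 12 h the difference of 0.23 had an FDR-adjusted p-value of 0.0984. The difference between the effects at 6 and 12 h was 0.14 (FDR-adjusted p-value 0.666), so a change with time was not shown. Without Probioglat array 5 or 6 no probeset passed at 24 h (limma).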

The *MMP9* gene was also upregulated with Probioglat relative to GA treatment in primary human monocytes (p < 0.009, FC 1.4). This protein is reported to increase access of immune cells to the CNS by contributing to BBB disruption, and high levels of MMP9 have been associated with MS^22^,^23^,^24^. Elevated MMP9 levels were reported in patients with gadolinium-enhancing lesions versus patients without^25^, and MMP9 has been proposed as a biomarker for both MS diagnosis and progression^26^. GA was reported to inhibit *MMP9* expression in healthy human peripheral blood mononuclear cells (PBMC)^27^.

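*MMP1*, an interstitial collagenase gene, stood at 4.32 ± 0.18 (SD, n = 6) with mannitol, 6.61 ± 0.26 (SD, n = 24) with GA and 7.20 ± 0.10 (SD, n = 6) with Probioglat at 6 h. Probioglat exceeded GA by 0.59 on the log2 scale (standard error 0.099, FDR-adjusted p-value 0.00174 from limma), by 0.60 within processing batch B1 and by 0.54 within B2. The mannitol level lies at that of the polyA control probesets (median 4.20 over the arrays), so that folds over it are lower bounds. GA raised *MMP1* relative to mannitol at least 4.89-fold at 6 h and at least 1.46-fold at 12 h, and at 24 h the gene was not called (FDR-adjusted p-value 0.399), with GA at that level too (4.33).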

The level of *MMP1*, another matrix metalloproteinase gene, was increased after Probioglat stimulation compared to GA at 6 h (FDR-adjusted p-value 0.002, FC 1.50 in gene-expression analysis; p-value 0.02, FC 1.25 in qRT-PCR confirmation). Matrix metalloproteinases are known to cleave pro-inflammatory cytokines and chemokines to regulate inflammation^28^. Levels of MMP1 mRNA, and secreted MMP1, were observed to be higher in immature dendritic cells from MS patients versus healthy controls^24^.

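*CXCL10*, the gene of an interferon-induced chemokine for T cells, was at 6.45 ± 0.19 (SD, n = 6) with Probioglat and 5.91 ± 0.19 (SD, n = 24) with GA. This is a log2 difference of 0.54 (standard error 0.080, FDR-adjusted p-value 0.000562 from limma). It was 0.63 within processing batch B1, which held 3 Probioglat arrays, and 0.35 within B2, which held 2. Relative to mannitol, GA raised *CXCL10* with an FC of 1.30 (FDR-adjusted p-value 0.000271), and 15 of the 24 GA arrays lay above every mannitol array. For Probioglat this FC was 1.89.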

Expression of the chemokine gene *CXCL10* was increased by Probioglat compared to GA treatment at 6 h (FDR-adjusted p-value 0.0006, FC 1.46 in gene-expression analysis; p-value 0.0029, FC 2.28 in qRT-PCR confirmation). This finding was confirmed by qRT-PCR in primary human monocytes, where CXCL10 was upregulated by Probioglat relative to Copaxone treatment with p value < 0.02 and fold change of 2.1. CXCL10 level in peripheral fluids was previously shown as associated with host immune response, particularly with regard to Th-1 cells^29^. CXCL10 is involved in recruiting CD8^+^and Th1 CD4^+^effector T-cells to sites of inflammation^30^. A study using monocytes from RRMS patients demonstrated *CXCL10* to be increased by GA therapy within the first two months of treatment^18^.

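*CD14*, a receptor that hands endotoxin to Toll-like receptors, was at 9.76 ± 0.07 (SD, n = 6) with Probioglat and 9.53 ± 0.10 (SD, n = 24) with GA at 6 h. The log2 difference was 0.23 (standard error 0.042, FDR-adjusted p-value 0.00587 from limma), and it was 0.20 within each of the processing batches B1 and B2. Probioglat also exceeded mannitol, with an FC of 1.19 (FDR-adjusted p-value 0.000396).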

*CD14* was upregulated in human monocytes stimulated by Probioglat versus GA at 6h (FDR-adjusted p-value 0.006, FC 1.17, Fig. 4b). 

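With mannitol at 9.50 ± 0.07 (SD, n = 6), the difference in *CD14* between GA and mannitol at 6 h was 0.03 on the log2 scale (FDR-adjusted p-value 0.754 from limma), and it was 0.03 within both larger processing batches. At 12 h GA raised *CD14* from 8.16 ± 0.05 (SD, n = 6) to 8.61 ± 0.09 (SD, n = 24), an FC of 1.37 (log2 standard error 0.044, FDR-adjusted p-value 1.57e-10). At 24 h the FC was 1.18 (log2 standard error 0.057, FDR-adjusted p-value 0.00824), a call that was lost within B1, within B2 and without GA lots A and D. All 4 lots of GA lay above mannitol at both later times.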

*CD14* was not modulated by GA treatment versus mannitol control. This marker of monocyte activation enhances inflammatory responses^31^. In complex with LPS-binding protein, CD14 interacts with LPS to help present it to toll-like receptor 4 (TLR4), activating downstream expression of inflammatory genes via NF-kB. CD14 is also a coreceptor for other TLRs, and was demonstrated as required for induction of pro-inflammatory cytokines via TLR7 and TLR9 in mouse and human cells in vitro^32^.

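*NOD2*, an intracellular sensor of bacterial peptidoglycan, was measured at 9.14 ± 0.04 (SD, n = 6) with Probioglat and 8.95 ± 0.09 (SD, n = 24) with GA. Probioglat was thus higher by 0.19 on the log2 scale (standard error 0.040, FDR-adjusted p-value 0.0198 from limma), with 0.22 within processing batch B1 and 0.18 within B2. This call did not hold in 6 alternative analyses. All 6 Probioglat arrays lay above the median of GA, and none lay above every GA array. Relative to mannitol *NOD2* was upregulated by both compounds, with an FC of 1.63 for GA and 1.86 for Probioglat.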

*CARD15* (NOD2), also upregulated by Probioglat versus GA treatment at 6h (FDR-adjusted p-value 0.02, FC 1.14), is another player in the immune response to LPS, where it participates in NF-kB activation. Activation of NOD2 by peptidoglycan induced CNS demyelination in rats^33^, and a SNP in NOD2 was shown to affect the responses of Th2 and Th17 cells to MBP in MS^34^.

*ICAM1* expression was increased by Probioglat versus GA treatment at 6h (FDR-adjusted p-value 0.004, FC 1.41, Fig. 4c). 

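*ICAM1*, the gene of a ligand for leukocyte integrins, stood at 7.35 ± 0.26 (SD, n = 6) with Probioglat and 6.86 ± 0.22 (SD, n = 24) with GA. The log2 difference was 0.49 (standard error 0.090, FDR-adjusted p-value 0.00415 from limma), with 0.61 within processing batch B1 and 0.47 within B2. Another probeset of *ICAM1* was also higher with Probioglat (0.33, FDR-adjusted p-value 0.00675), and the remaining probeset did not pass (0.21, FDR-adjusted p-value 0.264). GA itself raised *ICAM1* relative to mannitol with an FC of 1.59, and Probioglat with an FC of 2.24.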

ICAM1 is an adhesion molecule that plays a key role in inflammatory processes by promoting leukocyte adhesion to the endothelium of the vascular wall, and is known to have an important role in inflammatory cell infiltration into the CNS in both EAE and MS^35^. In mice null for ICAM1, T-cells produced significantly less IFNγ and showed decreased infiltration into the spinal cord^36^. In PBMC from RRMS patients, ICAM1 levels were higher versus healthy controls, and chronic GA treatment affected surface ICAM1 levels in multiple immune cell types^37^.

*BIRC3* expression was increased by Probioglat versus GA treatment at 6 h (FDR-adjusted p-value 0.018, FC 1.26). This gene encodes an Inhibitor of Apoptosis Protein (IAP-1), which beyond its role in cell survival affects innate immunity^38^ and inflammation^39^, and may have an immunomodulatory effect in autoimmune demyelination^40^. IAPs including IAP-1 are required for production of pro-inflammatory cytokines via several pathways, including TLR4 activation^41^ and NOD2 activation by TNFα^42^.

The genes upregulated (FDR-adjusted p-value < 0.05) with Probioglat relative to GA treatment at 6 h were found to be enriched significantly (Benjamini-corrected p-value < 0.05) for 106 pathways annotated in the GO (Biological Process, Cellular Component, and Molecular Function) and Kegg databases (Fig. 3a; Supplementary Table 4)^43^,^44^. As mentioned above, these include immune system process (GO:0002376) and immune response (GO:0006955) pathways. Several pathways are relevant to inflammation (e.g., regulation of inflammatory response (GO:0050727) and regulation of tumor necrosis factor production (GO:0032680)). NOD-like receptor signaling (hsa04621) regulates inflammatory and apoptotic responses. 

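Of the 7 genes of Fig. 3b, all were higher with Probioglat than with GA at 6 h, with a median log2 difference of 0.23. *NFKBIA*, the inhibitor that holds NF-kB in the cytoplasm, was at 12.11 ± 0.04 (SD, n = 6) with Probioglat, and exceeded GA by 0.23 (FC 1.17, standard error 0.038, FDR-adjusted p-value 0.00175 from limma), with 0.23 within each processing batch and all 6 Probioglat arrays above every GA array. Its other, much dimmer probeset was not called (-0.05, FDR-adjusted p-value 0.756), and the call for *NFKBIA* was lost in 4 alternative analyses. *THBD*, the gene of thrombomodulin, an anticoagulant receptor, exceeded GA by 0.12 (FC 1.09, standard error 0.027, FDR-adjusted p-value 0.03), with 5 of 6 arrays above every GA array. Its other 2 probesets, with log2 differences of 0.07 and 0.14, were not called, and the call was lost in 12 alternative analyses, among them those without GA lot B, C or D. Camera gave an FDR-adjusted p-value of 1.39e-17 for the list. The paper chose these genes on the same arrays, so the test and the count of 7 when adjusted over the list alone are not independent evidence.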

The response to LPS pathway (GO:0032496; Fig. 3b) includes the genes *CD14, CCL5, THBD, CARD15, NFKBIA,* and *CCL2,* all increased in expression in Probioglat treatment versus GA at 6 h. This pathway was also significantly enriched among probesets upregulated by GA treatment at 6 h, but with a lower enrichment score (14.8 vs 2.7) and higher p-value (0.00087 vs 0.036). 

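Under GA relative to mannitol at 6 h, 5 of the same 7 genes were upregulated, *CCL2* was downregulated and *CD14* was not called (5 upregulated and 1 downregulated when adjusted over the list alone, a list the paper chose on these arrays). *NFKBIA* was raised with an FC of 1.40 (log2 standard error 0.038, FDR-adjusted p-value 2.95e-13 from limma) and *THBD* with an FC of 1.79 (FDR-adjusted p-value 6.93e-26). In both, every GA array lay above every mannitol array. The median log2 difference over the list was 0.61, and camera gave an FDR-adjusted p-value of 6.33e-07.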

The enrichment induced by Probioglat relative to GA of this prototypical pro-inflammatory pathway warrants further investigation with respect to safety.

Interestingly, about half of the pathways (58 out of 114) significantly enriched (Benjamini-corrected p-value < 0.05) among genes upregulated by GA treatment versus mannitol control at 6 h were also significantly enriched among genes upregulated by Probioglat relative to GA treatment. This indicates that many of the effects of GA treatment were accomplished to a differing extent by Probioglat. 

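Genes of the cytokine-cytokine receptor list of Fig. 2b illustrate the range of this difference. *TNFSF13B* was higher with Probioglat than with GA by 0.19 on the log2 scale (standard error 0.030, FDR-adjusted p-value 0.00141 from limma) and *IFNGR1* by 0.15 (standard error 0.026, FDR-adjusted p-value 0.00291). The other probeset of *TNFSF13B* (0.14, FDR-adjusted p-value 0.0966) and the other 2 of *IFNGR1* were not called, among them its brightest (0.08, FDR-adjusted p-value 0.172) and a dimmer one (0.25, FDR-adjusted p-value 0.149). *CCL24*, with 0.24 (standard error 0.067), *TNFRSF21*, with 0.13 (standard error 0.037), and *IL2RG*, with 0.10 (standard error 0.058), did not pass (FDR-adjusted p-values 0.111, 0.125 and 0.511). Of the 13 genes, 6 were called higher and none lower (10 higher when adjusted over the list alone, a list the paper chose on these arrays). Of the 571 probesets past both limits for GA (an FC of 1.5 and an FDR-adjusted p-value of 1e-05), 57 were called between Probioglat and GA. When the response of GA was first scaled by 1.12, the slope fitted on these arrays, 6 of the 138 higher and 1 of the 24 lower probesets were still called, among them *MMP9*, *CXCL10*, *CCL2* and, as the lower one, *TECR*. The median difference of the higher probesets then went from 0.21 (standard error 0.041) to 0.14 (standard error 0.042), whereas that of the lower probesets stayed at -0.23 (standard error 0.050 before and 0.052 after). The scaling accounted for 29.7% of the difference of the higher and 4.63% of that of the lower probesets in the median. After it, 117 of the 138 higher and 23 of the 24 lower probesets, selected on these arrays, kept an unadjusted p under 0.05. From the pathways enriched in both comparisons, the paper infers that Probioglat brought about many of the effects of GA to a different extent.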

What this would imply for efficacy in patients is unclear, and would need to be evaluated in the appropriate setting. Additionally, 48 pathways were significantly enriched among genes upregulated by Probioglat relative to GA (and not modulated by GA relative to mannitol control). These include pathways relevant to inflammation, such as regulation of TNF production, NOD-like receptor signaling pathway, and response to molecule of bacterial origin (GO:0002237), and other immune pathways including regulation of lymphocyte mediated immunity (GO:0002706) and B cell proliferation (GO:0042100).

While pro-inflammatory genes and pathways were significantly upregulated by Probioglat relative to GA, several anti-inflammatory genes were differently expressed with Probioglat relative to GA treatment at 6 h.

*HSPD1*, also known as HSP-60 (heat shock 60 kDa protein 1), was decreased in expression by Probioglat relative to GA at 6h (FDR adjusted p-value 0.01, FC -1.31). 

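*HSPD1* encodes a mitochondrial chaperonin. Its dimmest probeset stood at 5.67 ± 0.20 (SD, n = 6) with Probioglat and 6.05 ± 0.17 (SD, n = 24) with GA, a log2 difference of -0.39 (standard error 0.078, FDR-adjusted p-value 0.0137 from limma). The difference was -0.50 within processing batch B1 and -0.31 within B2, and the call did not hold in 6 alternative analyses. A much brighter probeset stood at 13.66 with both compounds, with a log2 difference of 0.00 (standard error 0.027, FDR-adjusted p-value 0.998). Relative to mannitol, GA lowered this brighter probeset (-0.19, FDR-adjusted p-value 7.09e-07), with all 24 GA arrays below every mannitol array, while the dimmest probeset was not called under GA (-0.21, FDR-adjusted p-value 0.0515).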

Zanin-Zhorov *et al.*^45^ showed that HSP60 as well as synthetic peptide derived from HSP60 acted as co-stimulators of anti-inflammatory Tregs through the TLR2 pathway, concluding that HSP60 can downregulate adaptive immune responses by upregulating Tregs.

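*CISH*, induced by cytokines and acting against their signals, was at 8.83 ± 0.03 (SD, n = 6) with Probioglat and 8.96 ± 0.06 (SD, n = 24) with GA at 6 h. On the log2 scale the difference was -0.13 (FDR-adjusted p-value 0.03 from limma), with -0.16 within processing batch B1 and -0.10 within B2. The call was lost in 11 alternative analyses, among them only the 2 groups compared, median centring, without GA lot C and by the brightest probeset. The other 2 probesets of *CISH* gave -0.12 (standard error 0.037, FDR-adjusted p-value 0.153) and -0.14 (standard error 0.052, FDR-adjusted p-value 0.287) and were not called. Relative to the 9.40 ± 0.03 (SD, n = 6) of mannitol, Probioglat lowered *CISH* (-0.56, FDR-adjusted p-value 5.54e-16).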

*CISH*, also known as SOCS (Suppressor of Cytokine Signaling), was expressed at a lower level with Probioglat relative to GA at 6h (FDR adjusted p-value 0.03, FC -1.09; Fig. 4d). A closely-related protein, SOCS3, was shown in myeloid cells to protect from EAE, the mouse model of MS, via deactivating neuroinflammatory responses^46^. A SNP in *SOCS1*, another family member, has been identified as a risk factor for MS^47^.

It should be noted, however, that the anti-inflammatory cytokine gene ***IL10***, known to be relevant to GA MOA, was also expressed at a higher level subsequent to Probioglat treatment relative to GA at 6h (FDR-adjusted p-value 0.005, FC 1.28). 

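The level of *IL10* at 6 h was 6.11 ± 0.15 (SD, n = 6) with Probioglat, which exceeded GA by 0.35 on the log2 scale (standard error 0.066, FDR-adjusted p-value 0.00508 from limma). The difference was 0.24 within processing batch B1 and 0.52 within B2. Relative to mannitol the FC of Probioglat was 1.95. The Probioglat-GA difference at 6 h exceeded that at 12 h by 0.39, which did not pass a test of the change with time (FDR-adjusted p-value 0.128).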

The same observation holds for another gene at 6h and 12h, ***PRDM1*** (Blimp1) (FDR-adjusted p-values 0.0006 and 7.7e-6, and FC 1.31 and 1.31, respectively), that when deleted results in inflammatory pathology^48^. 

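*PRDM1* was at 9.81 ± 0.09 (SD, n = 6) with Probioglat at 6 h and exceeded GA by 0.39 on the log2 scale (standard error 0.056, FDR-adjusted p-value 0.000562 from limma), with 0.39 within processing batch B1 and 0.38 within B2. At 12 h the levels were 8.09 ± 0.11 (SD, n = 6) and 7.70 ± 0.10 (SD, n = 24), again a log2 difference of 0.39 (standard error 0.046, FDR-adjusted p-value 7.72e-06). At 24 h the difference of 0.09 was not called (FDR-adjusted p-value 0.864), and the change from 6 to 24 h did not pass its own test (0.30, FDR-adjusted p-value 0.38). At 6 h the call rested on the brightest probeset, and the other 2 probesets gave 0.14 (FDR-adjusted p-value 0.355) and 0.10 (FDR-adjusted p-value 0.478).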

Blimp1 is a target of FOXP3 and is needed for production of IL-10 by Tregs, and its expression can also be induced by IL-2 and proinflammatory cytokines in Tregs;^49^ it is not clear what these observations would imply for APCs such as monocytes. It is possible that higher Blimp1 could be an attempted protective response to a higher inflammatory milieu. A statistically significant difference in such a mechanistically relevant gene – in either direction – between two therapeutics intended to be identical presents motivation for further study.

Protein concentrations tested in the same experiment at the 24 h timepoint were consistent with the findings observed at the mRNA level, supporting the reported findings and indicating an inflammation-related biological impact at the protein level. An independent follow-on study in primary human monocytes tested nine inflammation and MS-related genes by qRT-PCR, finding that five of these genes were statistically significantly upregulated by Probioglat relative to GA. These included *IL1RN*, which is relevant to Copaxone mechanism of action. In addition, *CCL2, CCL5, CXCL10,* and *MMP9* were all seen to be upregulated significantly and consistently at both the mRNA and protein level in THP-1 cells, as well as confirmed by qRT-PCR in primary human monocytes. These genes act in pro-inflammatory pathways and have been implicated as relevant to MS susceptibility and severity, as described above.

The complex picture of genomic signatures described here underscores the intricate relationships between immune processes, effects of treatment on the associated pathways and the differing responses of each immune cell type. Consistent with previous evidence from other systems and cell types^11^,^50^, differences are consistently observed between GA and differently-manufactured glatiramoids, although their nature depends on the biological context of the tested model. Further, many of these differences affect molecules relevant to drug MOA and MS disease pathoetiology, particularly relating to inflammatory signatures. Genes significantly upregulated by Probioglat relative to GA were significantly enriched for inflammatory pathways and included key pro-inflammatory genes.

These findings have identified significant differences that warrant further investigation, especially in light of the observed clinical effects of Probioglat’s introduction. The Teva Patient Support Program in Mexico records numbers of adverse events, including during the years 2012 and 2013 (Supplementary Table 5; Supplementary Figure 2), for which a similar number of patients were tracked (1618 patients in 2012; 1552 in 2013). Probioglat was first introduced in January 2013; subsequently, each time a patient’s prescription was filled, it could be with either Probioglat or GA. In 2013 versus 2012 (during which only branded GA was marketed), numbers of adverse events, and relapses specifically, increased more than 3-fold (from 125 to 380) and 7-fold (from 8 to 59), respectively (Supplementary Table 5; Supplementary Figure 2), representing statistically-significant increases (p < 2.2e-29 and p < 3e-11, respectively). The gene-expression differences observed herein warrant careful investigation, through studies comparing GA to candidate generics in meaningful settings, most comprehensively including clinical trials.

## Methods

### Power calculations and experimental design

Using the R package ssize.fdr, power calculations were performed to determine the number of samples needed to detect differentially-expressed genes with a fold-change between treatments of as low as 1.3 with 80% power. Based on these power calculations, the experiment was designed to include six replicates of each condition. The order of sample processing was randomized with respect to treatment in order to avoid creating confounding batch effects.

### Cell line treatment and RNA processing

Cells from a human monocyte cell line (THP-1) were stimulated with either branded GA, purported generics from several manufacturers including Probioglat by Probiomed, or vehicle control (mannitol) for 6, 12, or 24 h. RNA was extracted and expression profiled genome-wide using the Affymetrix U133 Plus 2.0 chip. Four batches of GA and one batch of Probioglat were comparatively tested in six biological replicates each. Microarray data have been deposited to the Gene Expression Omnibus (GEO, GSE68527).

### Batch correction

Correction for batch variation was performed using ComBat^51^, as implemented in the SVA R package^52^. Treatment labels were added as covariates to the batch correction to preserve relevant treatment effects. 

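In a principal component analysis of the 36 arrays of mannitol, GA and Probioglat at 6 h, PC1 held 22.0% of the variance. Of the variance along PC1, 97.9% lay between the treatments and 1.4% between the processing batches. Mannitol arrays stood at -31.8 ± 2.4 (SD, n = 6), GA arrays at 5.3 ± 2.4 (SD, n = 24) and Probioglat arrays at 10.7 ± 0.9 (SD, n = 6). At 12 h the treatments held 8.0% of PC1 and 58.7% of PC2, and at 24 h 3.0% of PC1 and 0.8% of PC2. Over the 108 arrays of all 3 time points, 96.3% of the variance along PC1 lay between the times, 2.6% between the treatments and 4.0% between the batches. The analysis was added after the data were examined.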

Principal Component Analysis showed the main effect in PC1 remained due to treatment effects after batch correction (Supplementary Figure 3).

### Differential expression analysis

Differentially-expressed probesets were identified across conditions using linear models for microarray data (LIMMA). For comparing GA and purported generic, comparisons were corrected for mannitol control (i.e., [GA vs mannitol] was compared to [purported generic vs mannitol]). For use in pathway analyses, probesets were filtered by calls of presence on the chip for the relevant samples in the comparison (e.g., to be considered present at a given timepoint, a probeset was required to have an average call of present/marginal across relevant samples at that timepoint). Probesets were mapped to genes using the U133 Plus 2.0 chip annotation from Affymetrix. FDR-adjusted p-values reported for genes represent the lowest FDR-adjusted p-value for present probesets for that gene.

### Pathway enrichment analysis

Upregulated and downregulated genes were analyzed separately for pathway enrichment, using DAVID^15^. Pathway enrichment results were visualized using volcano plots, plotting –log p-values versus enrichment scores. For GA MOA, to obtain top-gene lists of appropriate size (tens-hundreds) for use with DAVID, an absolute-value fold-change cutoff of 1.5 and p-value cutoff of 1e-5 were utilized to obtain gene lists for pathway enrichment at 6 h. For comparisons between GA and Probioglat, upregulated or downregulated genes with FDR-adjusted p-values < 0.05 were used for pathway enrichment.

DAVID runs were conducted May 21, 2014. Please note that the GO databases are updated daily (as noted on the GO site: http://www.geneontology.org/GO.downloads.ontology.shtml) and therefore performing the same enrichments on the same genesets may yield slightly varying results depending on the rundate, as illustrated by the differences between Supplementary Table 4a and 4b (results from runs on differing dates using broader or more restrictive subsets of GO). Thus, pathway p-values may change slightly between runs conducted at different times; the overall picture of enriched pathways, however, is expected to remain consistent.

### qRT-PCR

Key genes identified by differential expression analysis were assayed using qRT-PCR. RNA was utilized from 6 biological samples for each treatment (GA and Probioglat) and 15 technical replicates were performed for each sample (totaling 90 observations/transcript/treatment). To evaluate the data, the 2^−ΔΔCt^ approximation was utilized with GAPDH as reference transcript and vehicle control (mannitol) as calibrator. One-sided t-tests with unequal variance were used to compare expression between treatments.

### Protein Concentrations

THP-1 cells were activated with GA or Probioglat as described above. The supernatant (1.0 mL of cell culture media) was collected at the 24 hour timepoint (to account for the time duration required for translation relative to the 6 hour mRNA data reported herein).

A Luminex assay was utilized to measure the concentrations of a panel of 45 chemokines and cytokines (in pg/ml) using Bio-Plex Human Chemokine (Bio Rad kit) and Luminex Performance Assay (R&D kit). Three of the genes that were found to significantly differ between GA and Probioglat by qRT-PCR (*CXCL10, MMP9*, and *CCL5/RANTES*) had corresponding proteins present in the Luminex panel. In addition, two other genes that were found to differ significantly between GA and Probioglat using the genome-wide microarray mRNA data were also present in the Luminex panel (*CCL2, IL10*).

To calculate the fold change between the protein expression levels with Probioglat and with GA, the values for the four GA batches were averaged together and compared to the value for Probioglat (Probioglat expression level/ average GA expression level).

### Primary Human Monocyte Study

50 mL of blood was obtained from a healthy donor, and CD14 + cells were separated from whole blood using magnetic beads (Miltenyi Biotech). Purity was determined by FACS analysis using the following antibodies: CD14, CD15, CD16, CD45 (BD Biosciences). Into each plate of the 6 well plate 0.5 mL containing 1.0 × 10^6^ cells was added. In addition 0.5 mL of either Copaxone, Probioglat (100 μg/mL) or mannitol (200 μg/mL) was added, total volume in each well was 1mL. Final concentration of Copaxone and Probioglat was 50 μg/mL and mannitol final concentration was 100 μg/mL. Cells were incubated for 6 hours at 37 °C at 5% CO_2_ followed by centrifugation to pellet the cells. The cell pellets were then processed using a Qiagen RNeasy RNA purification protocol.

Expression levels of nine genes were measured using RT-PCR with GAPDH as reference transcript. Analyses reported compared Probioglat samples to GA samples as calibrator. Similar results were obtained when using mannitol as reference (i.e., the same set of genes were significantly upregulated in Probioglat relative to Copaxone). Differences in expression levels were evaluated for significance using one-sided t-tests with unequal variance.

## Author Contributions

Designed experiments: T.H., S.B., DLai, A.G., R.S., A.K., L.H., DLad, M.R.H. and I.G.; Performed experiments: T.H., S.B., A.G., R.S., and T.B.; Analyzed data: S.K., F.T., J.M.F., K.D.F., M.N.A., B.Z., T.H., DLai, M.R.H. and I.G.; Contributed new reagents/analytical tools: S.K., F.T., J.M.F., K.D.F., M.N.A. and B.Z.; Wrote manuscript: S.K., F.T., DLad, A.G., B.Z. and I.G.

## Additional Information

**How to cite this article**: Kolitz, S. *et al.* Gene expression studies of a human monocyte cell line identify dissimilarities between differently manufactured glatiramoids. *Sci. Rep.* **5,** 10191; doi: 10.1038/srep10191 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
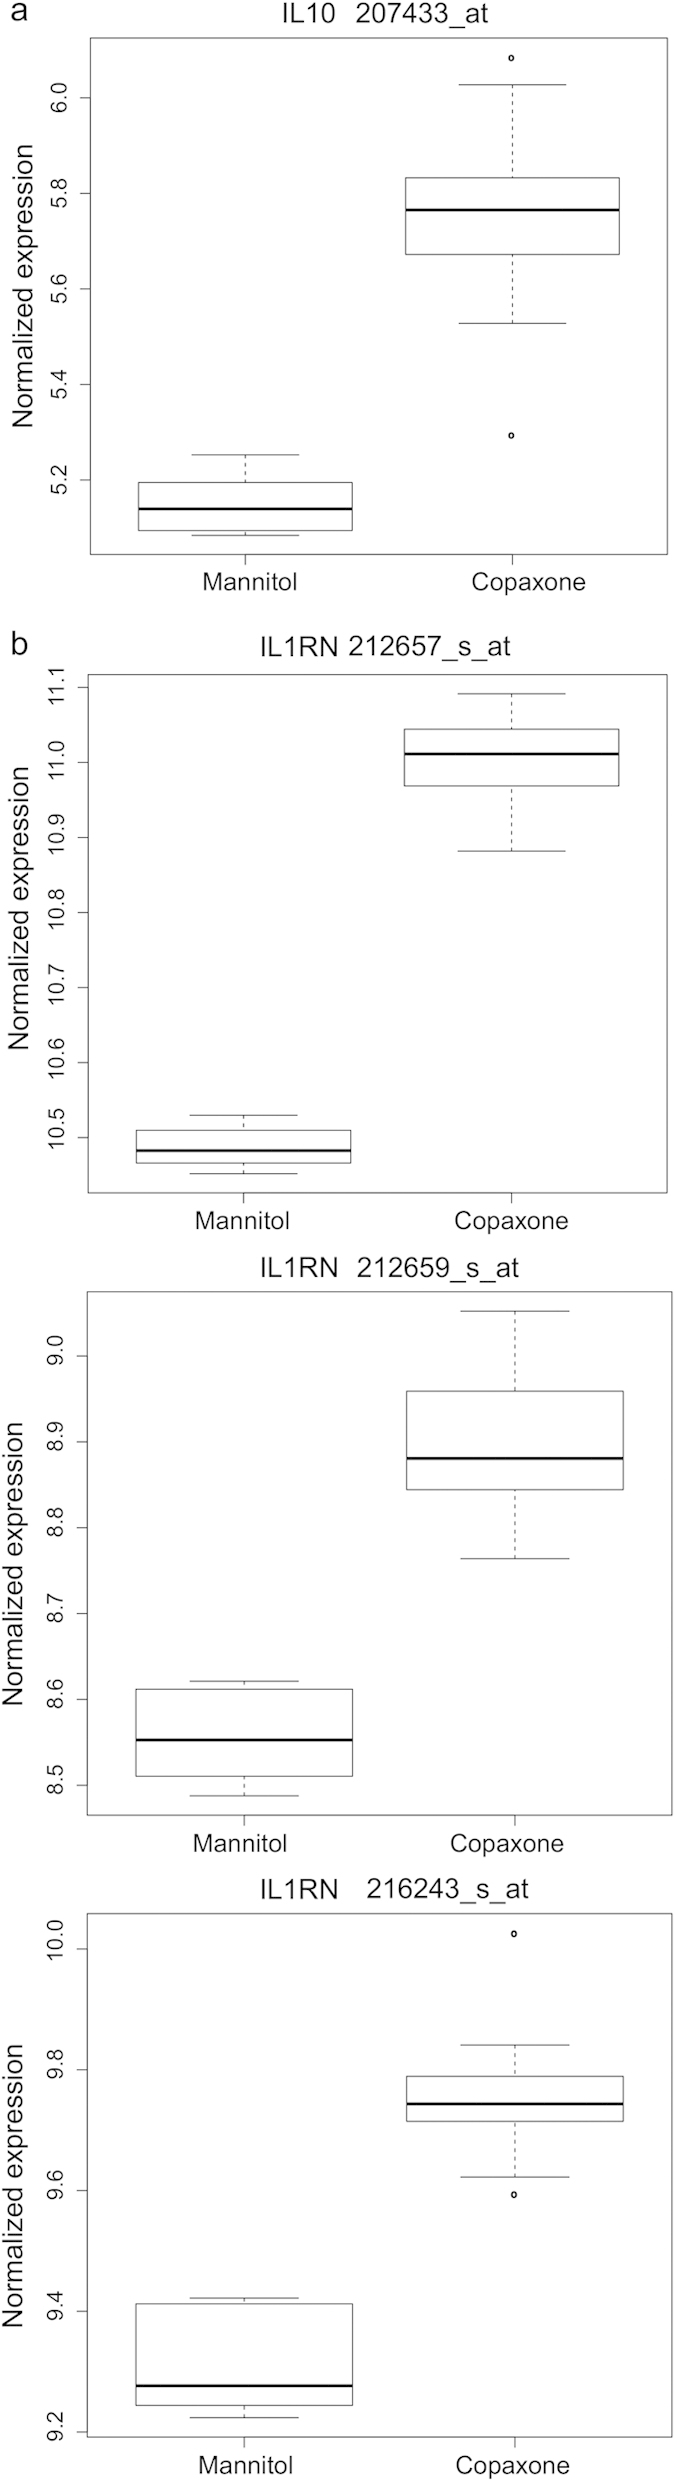
GA treatment increases expression of *IL10* and *IL1RN* (**a**) Increased expression of *IL10* with GA treatment at 6 hours for the single *IL10* probeset on the array (207433_at), FDR-adjusted p < 3.1e-9. (**b**) Increased expression of *IL1RN* following GA treatment at 6 hours for multiple probesets (adjusted p values as provided in text).

**Figure 2:**
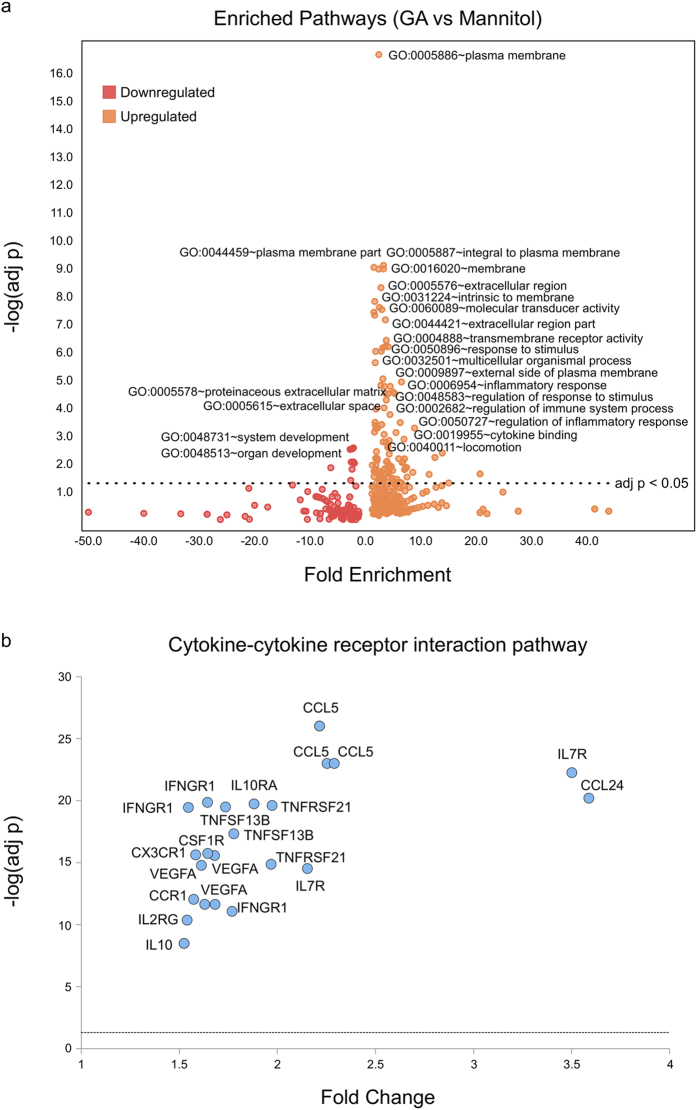
Pathway enrichment among top genes modulated by GA (**a**) Pathways enriched among top genes modulated by GA at 6 hours (restricted to fold-change and adjusted p value filters of 1.5 and 1e-5, respectively). The volcano plot shows –log(adjusted p value) for the enrichment plotted versus the fold enrichment score from DAVID for each pathway. (**b**) Probesets for cytokine-cytokine receptor interaction pathway genes significantly modulated by GA at 6 hours (restricted to fold-change and adjusted p value filters of 1.5 and 1e-5, respectively). The volcano plot shows –log(adjusted p value) for differential expression plotted versus the fold change from LIMMA for each probeset.

**Figure 3:**
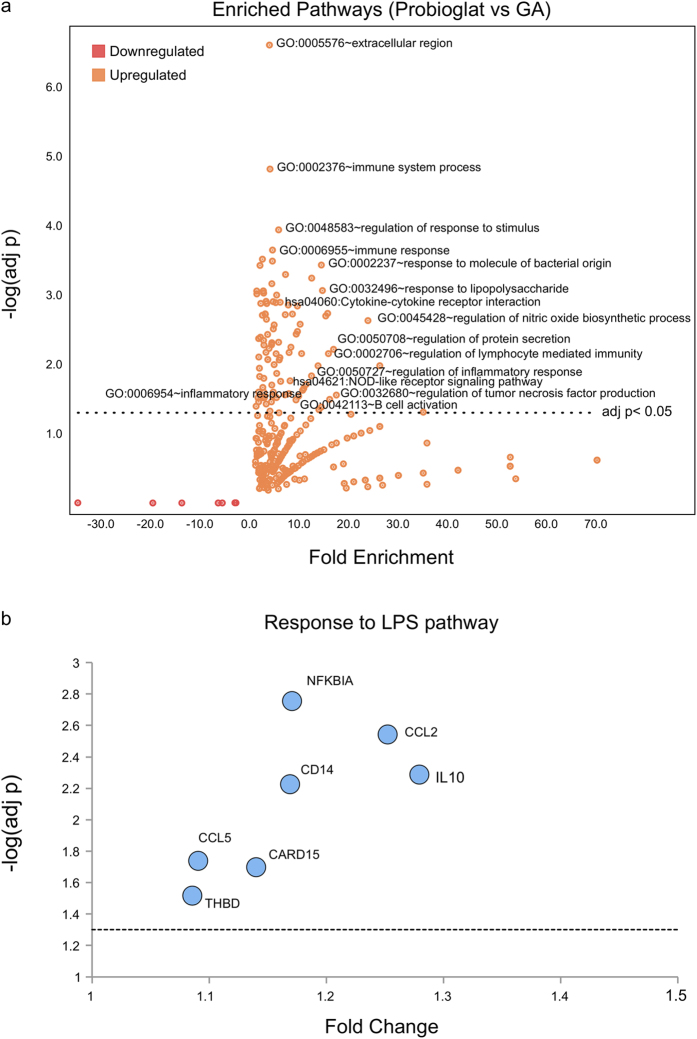
Pathway enrichment for genes upregulated by Probioglat compared with GA (**a**) Pathways enriched among genes upregulated by Probioglat stimulation compared with GA at 6 hours. The volcano plot shows –log(adjusted p value) for the enrichment plotted versus the fold enrichment score from DAVID for each pathway. (**b**) Focus on response to LPS pathway, differentially expressed by Probioglat versus GA at 6 hours. The volcano plot shows –log(adjusted p value) for differential expression plotted versus the fold change from LIMMA for each probeset.

**Figure 4:**
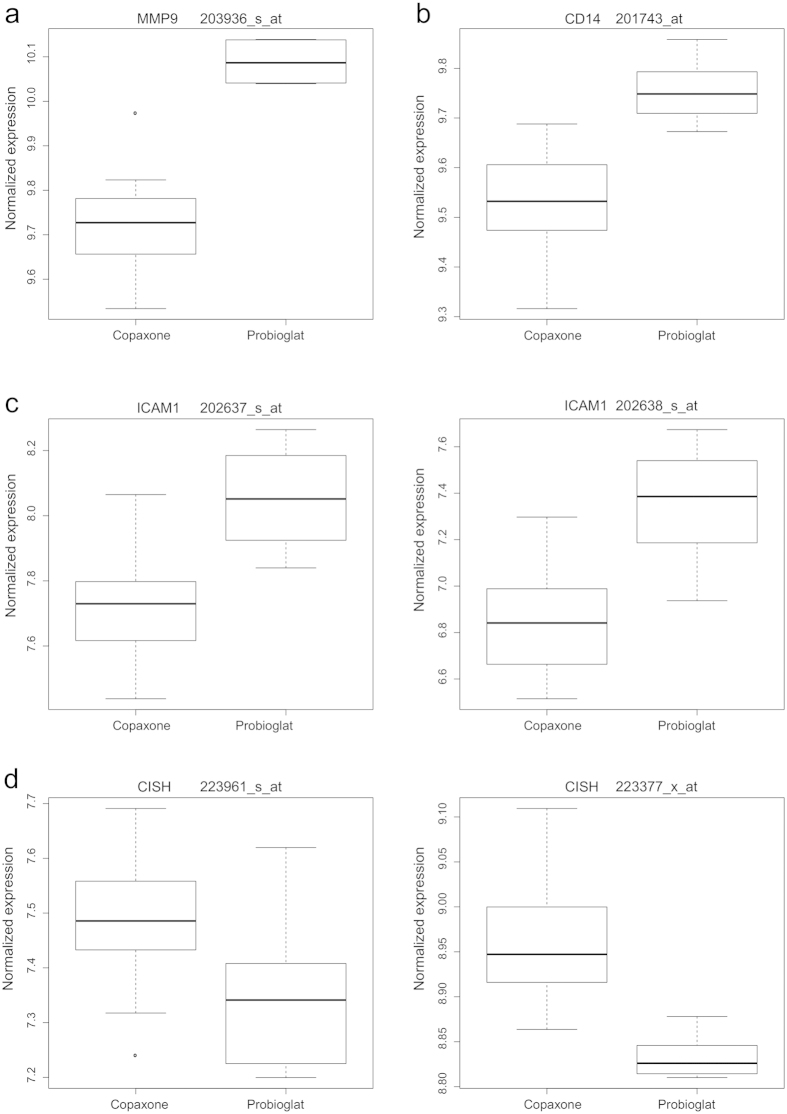
Expression levels of genes differing between Probioglat and GA (**a**) *MMP9* is significantly upregulated following stimulation by Probioglat compared to GA at 6 and 24 hours (FDR-adjusted p values for the single *MMP9* probeset on the chip, 203936_s_at, are 2.74e-6, 0.098, and 0.004 for the 6, 12, and 24 hour timepoints, respectively). (**b**) *CD14* expression is significantly higher with stimulation by Probioglat compared to GA at 6 hours (the single *CD14* probeset on the chip is shown, 201743_at).(**c**) Both present *ICAM1* probesets are significantly upregulated following stimulation by Probioglat compared to GA at 6 hours (A: probeset 202637_s_at; B: probeset 202638_s_at). (**d**) *CISH* is downregulated following stimulation by Probioglat compared to GA at 6 hours (both present probesets are shown, A: probeset 223961_s_at; B: probeset 223377_x_at).

**Figure 5:**
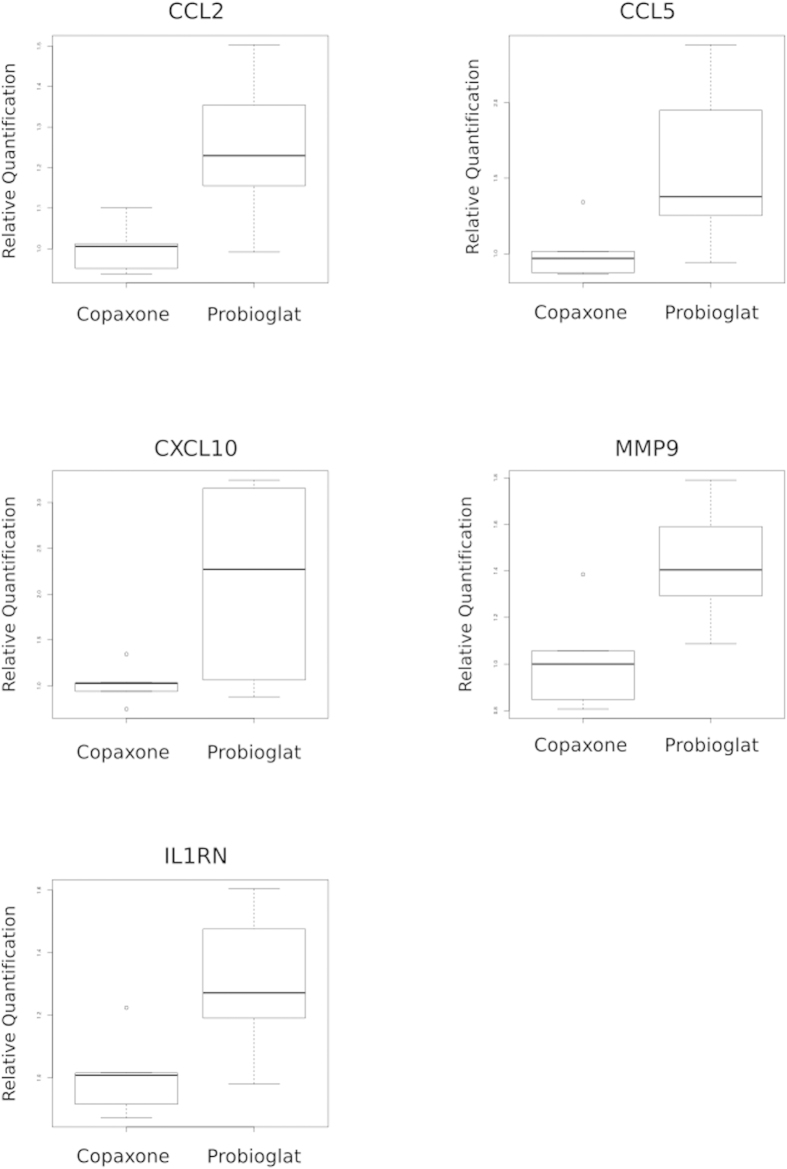
Expression levels of genes differing between Probioglat and GA by qRT-PCR in primary human monocytes. *CCL2* (p < 0.009), *CCL5* (p < 0.029), *CXCL10* (p < 0.020), *MMP9* (p < 0.009), and *IL1RN* (p < 0.013) are expressed more highly under Probioglat stimulation relative to GA stimulation.

**Table 1:** Numbers of genes significantly modulated by GA treatment across timepoints.

	**6 hours**		**12 hours**		**24 hours**	
	**Upregulated**	**Downregulated**	**Upregulated**	**Downregulated**	**Upregulated**	**Downregulated**
nominal p<0.05	3511	4909	2377	3430	1410	3724
FDR p<0.05	2824	4066	1308	1810	606	1185
FDR p<1e-5, |FC|>=1.5	257	119	68	10	15	0
FDR p<1e-5, |FC|>=1.3	557	508	210	50	57	6

*FC – Fold Change; FDR – False Discovery Rate correction.

**Table 2:** Dynamic profiles of differentially-expressed genes after stimulation of THP-1 cells by Probioglat versus GA.

**Stimulation time**	**6 hours**		**12 hours**		**24 hours**	
**Significance threshold**	**Genes**	**Probesets**	**Genes**	**Probesets**	**Genes**	**Probesets**
	****	**#**	**#**	**#**	**#**	**#**
Upregulated:						
FDR-adjusted p value<0.05	115	138	5	5	1 (*MMP9*)	1
Nominal p value<0.05	2,597	3,310	1,296	1,560	1,625	1,959
Total modulated (up- and down-regulated):						
FDR-adjusted p value<0.05	136	162	7	7	1 (*MMP9*)	1
Nominal p value<0.05	4,863	6,208	3,051	3,992	2,843	3,486

Numbers of genes and probesets modulated by Probioglat relative to GA.

**Table 3:** Differential expression level of key immunological genes following Probioglat stimulation compared with GA at 6h. Shown are p-values for qPCR results from single-tailed t-tests with unequal variance, and FDR-adjusted p-values from LIMMA comparisons.

**Genes**	**CCL5**		**CD9**		**CXCL10**		**MMP1**		**MMP9**	
**Method**	**FC**	**p value**	**FC**	**p value**	**FC**	**p value**	**FC**	**p value**	**FC**	**p value**
qPCR	1.12	4.05E-05	1.11	0.0004	2.28	0.0029	1.25	0.0201	1.24	0.0168
FDR-adjusted Microarray	1.09	0.02	1.15	0.002	1.46	0.0006	1.5	0.002	1.29	2.80E-06

FC: fold change; qPCR: quantitative RT-PCR; FDR: For the microarray data, since all probesets on the microarray were tested, p values were adjusted using FDR for testing multiple hypotheses.

How the deposited data were processed for this re-analysis (not part of the article)

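The data are 178 Affymetrix U133 Plus 2.0 arrays of THP-1 cells, of which 108 are of mannitol, GA and Probioglat at 6, 12 and 24 h (6, 24 and 6 arrays at each time). The other arrays are of a reference standard of GA (GA/RS) and of other glatiramoids, called other glatiramoid 1 (lots 1A and 1B) and other glatiramoid 2 here. Conditions, lots, times and processing batches were read from the sample labels, which name 87 arrays in batch B1, 87 in B2 and 4 in B3. The labels carry no numbers that link arrays of different treatments, so arrays were treated as unpaired.

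As deposited, the values are on a log2 scale: the authors background-corrected, quantile-normalized and summarized the probes of each probeset by RMA, then removed the variation between processing batches with ComBat, with the treatment labels as covariates. Versions of these tools are not given. The range and distribution of the values, their medians per array (median over arrays 6.73) and the small differences left between the means of B1 and B2 (median 0.00438 on the log2 scale), as a batch correction leaves them, were checked in the files. Because the treatment labels entered the authors' batch correction, the tests here, like any on these values, take the degrees of freedom spent on batches as if they were still available. An array has no count depth. Its precision is given by the spread between arrays, and dim probesets near the background carry compressed differences.

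From these values, differences between treatments were tested with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), separately at each time point, with 1 mean per treatment over the arrays of mannitol, GA (the 4 lots as a group) and Probioglat, no batch term, and moderated t tests. P-values were adjusted by Benjamini-Hochberg over all probesets of the array, and the threshold was 0.05. The counts that the paper gives at an adjusted p-value of 1e-05 and fold changes of 1.5 and 1.3 were made at the same limits. No probeset was filtered out. The change of an effect between time points was tested in a fit of all 3 time points with a mean per treatment and time. The lots of GA were compared by an F test and each with the other 3, and each of the 5 lots of GA and Probioglat with the other 4. The other glatiramoids were compared with mannitol and with GA in a fit of all arrays of a time point. Figures and permutation tests were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

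Gene symbols were taken from the annotation of the array. In it 41097 probesets name 1 gene, 1801 name several and 11777 name none. Of the genes, 10523 have more than 1 probeset, and the probeset with the lowest p-value stands for the gene. The paper's rule is narrower, as it takes the lowest value among the probesets called present. Genes were named in the text by a rule: every gene the paper names on the arrays, the 10 largest rises and the 10 largest falls for GA against mannitol and Probioglat against GA at 6 h (the 5 largest of each for the other comparisons) among called probesets that went the same way in each lot of GA and within batches B1 and B2, and up to 4 members of a gene list with the lowest p-values. The values in the paper's text and figures had been seen when this rule was made. Genes named outside it, such as those of the overlap tests and of the scaled response, were chosen after their values were seen. Of the 28 genes the paper names, 27 have a probeset that names them, and values are given for these.

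Gene lists of 7 to 38 measured genes were tested: chemokines, pro-inflammatory cytokines, anti-inflammatory and alternative activation genes, type I interferon response, NF-kB target genes, MHC class II and class I presentation, matrix metalloproteinases and inhibitors, cholesterol synthesis and uptake, cholesterol efflux (LXR targets), heat shock proteins, unfolded protein and amino acid stress response, cell cycle, ribosome biogenesis and MYC targets, macrophage maturation and scavenging, lysosome, leukocyte adhesion and tetraspanins, Toll-like and NOD-like receptor signalling, hypoxia and glycolysis, oxidative stress response (NRF2) and metallothioneins, immediate early genes, other cell type markers, and the genes of Figs. 2b and 3b of the paper. Except for the last pair they were written from general knowledge. For each list the called members were counted, adjusted over all probesets and over the list alone, and the list was tested with limma's camera (preset correlation 0.01, the brightest probeset of each gene), again with an estimated correlation, and with fry. Overlaps of the called genes with these lists were tested by Fisher's exact test.

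The comparisons, the lists and most of the alternatives were set before the data were examined. The alternatives were a fixed term for the processing batch, fits within B1 and within B2, leaving out B3, other sets of arrays sharing the spread, 1 mean per lot of GA, lot as a random block, leaving out dim probesets, quantile normalization, centring on the median or the 75th percentile, a trended and robust variance, array weights, leaving out each mannitol and each Probioglat array and each lot of GA, Probioglat against each lot of GA alone, separate mannitol arrays for the 2 compounds, and the brightest probeset of each gene. Added later were fits without 7 arrays that stand more than 5 median absolute deviations above the median in their distance from their group, fits without GA lots A and D, the test among lots within each batch, the size of the Probioglat effect over the strongest probesets, and probesets selected in 1 batch and measured in the other. The closing section gives their effect.

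The steps were tested on simulated data with known changes. For the shares recovered, 50 of 54675 probesets were changed at each fold, while GA against mannitol called 13020 at 6 h. Recovery with that many changes was not tested. Of probesets changed 1.2-fold, 74% were recovered for GA against mannitol and 74% for Probioglat against GA, of those changed 1.3-fold 98% and 94%, and 100% of those changed 1.5-fold. Calls on unchanged probesets made up 3.12% and 7.54% of the calls. For the test among lots, 50% of 1.2-fold and 86% of 1.3-fold changes were recovered, and for the change with time 46% and 82%. Real arrays were also split at random into groups of the same sizes, 100 splits for each comparison.

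The gene ontology and pathway enrichments of the paper were not repeated, because the database version it used is not in the files, and the present and absent calls were not repeated, because the probe-level files are not used here. The PCR and blood monocyte experiments of the paper are not analysed here.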

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

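In this part, the tests of the change with time and of the other glatiramoids were planned, while the tests of explanations and the splits of the arrays into other groups were chosen only after the results were seen.

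For 7 of 118 groups of 6 arrays that were looked at, an array lay far from the other 5, where chance gives about 1 in 20 groups (5.9 groups). For *MMP9*, the gelatinase gene, the lowest mannitol array at 6 h stood at 8.71 and the others from 8.83 to 8.90, a gap of 0.65 of the range of the group. The lowest Probioglat array was apart for *CXCL10* (6.08, others from 6.46 to 6.59, gap 0.73), *IL7R* (7.60, others from 7.96 to 8.09, gap 0.74), *CCR1* (12.14, others from 12.25 to 12.32, gap 0.63) and the immediate early gene *EGR4* (4.48, others from 4.64 to 4.73, gap 0.628). The highest Probioglat array was apart for *POPDC3* (7.36, others from 7.16 to 7.23, gap 0.673) and *BMP8B* (12.16, others from 11.89 to 11.98, gap 0.682).

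The effect of GA relative to mannitol differed between time points. Limma called 6071 probesets for the change between 6 and 12 h and 7425 for that between 6 and 24 h. The effect at 6 h exceeded that at 12 h by 0.125 on the log2 scale for *IL1RN* (FDR-adjusted p-value 0.0353), 0.306 for *MMP9* (0.000294), 0.735 for *PRDM1* (1.46e-12) and 0.513 for *IL10* (4.02e-06). It exceeded that at 24 h by 0.37 for *IL1RN* (3.34e-12), 0.487 for *MMP9* (3.14e-09), 1.008 for *PRDM1* (8.23e-20) and 0.575 for *IL10* (1.47e-07). The difference between Probioglat and GA changed with time for 6 probesets between 6 and 12 h and for 3 between 6 and 24 h, with 3941 and 2829 at an unadjusted p-value under 0.05. In 100 splits of the arrays, the real one included, no other split reached 7425 (highest 5) or 3 (highest 1), so that chance is excluded for both. The latter rests on few probesets: without B3 the count was 1, no more than in another split, and with a fixed term for the batch it was 6.

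Arrays that the article does not report also carried a signal relative to mannitol and to GA. At 6 h limma called 8762 probesets for GA/RS, 11665 for other glatiramoid 1 and 8376 for other glatiramoid 2 relative to mannitol, and 216, 20 and 46 relative to GA. At 12 h the counts were 2736, 5277 and 1954 relative to mannitol, and 82 for other glatiramoid 1 and 53 for other glatiramoid 2 relative to GA. At 24 h they were 1040, 4674 and 1179 relative to mannitol, and 1 for other glatiramoid 1 and 58 for other glatiramoid 2 relative to GA.

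Among 100 splits of these arrays, chance was excluded for all 9 comparisons with mannitol. The highest counts of the other splits were 5102, 7779 and 4293 at 6 h, 1314, 2159 and 1954 at 12 h and 401, 436 and 1179 at 24 h. For other glatiramoid 2 at 12 and 24 h this equals the real count. Chance is excluded only narrowly there, unless those splits repeat the real grouping of the arrays, which was not checked. Relative to GA, chance was excluded at 6 h for GA/RS (216, highest other 32) and other glatiramoid 2 (46, highest other 8), and at 24 h for other glatiramoid 2 (58, highest other 2). Fewer than 5 in 100 splits reached the real count for other glatiramoid 1 at 6 h (20) and 12 h (82) and other glatiramoid 2 at 12 h (53), but the highest of them called 1797, 626 and 4287, so that chance is excluded only narrowly there. It was not excluded for other glatiramoid 1 at 24 h (highest other 10). For GA/RS at 12 and 24 h limma called 0 probesets, with 2423 and 2832 at an unadjusted p-value under 0.05, so that every split is as large and the splits give no test there (highest other 3394 and 334). Splits that call several times the real count, as relative to GA for other glatiramoid 1 at each time and other glatiramoid 2 at 12 h, point to a structure of the arrays beyond treatment, which was not tested. The same holds for splits that call many where the real split called none, as for GA/RS at 12 and 24 h.

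In the difference between Probioglat and GA at 6 h, the tables argue against processing batch as to the higher probesets: of 138 selected in B1, 78.3% were higher in B2, and 76.1% in reverse (exact permutation over Probioglat and GA arrays, larger p = 0.041 adjusted over 8 tests). The GA response at a greater strength, as their whole cause, cannot be told apart: scaling accounted for 48.8% and 66.2% of the difference in the Probioglat arrays of B2 and for 29.9%, 38.5% and 81.4% in those of B1, which lie on both sides of its limits (under 50% and at least 75%), in a test set after other forms of it had been run, such as the exact permutation p of what scaling left (the larger 0.0769 adjusted over the 8 tests, 0.0385 over its 2 directions alone). For the 24 lower probesets the tables argue against strength as the whole cause. Of these calls over all arrays, 12 had not been called for GA, 3 had been upregulated and 9 downregulated. Scaling accounted for at most 14.2% of the difference in any Probioglat array, but this share decides little. Selected in 1 batch and measured in the other, the difference did not pass (exact permutation p = 0.0769 in B2 and 0.299 in B1). In B1, 1 of the 3 Probioglat arrays lay on the other side (0.0526). The largest shift left between B1 and B2 over all probesets was 0.0582, against a median difference of -0.23. This does not test processing batch, because ComBat had already removed the batch means. All 162 calls kept their direction within each batch, on whose arrays they were selected. Whether the lower set repeats across batches cannot be told (larger exact permutation p = 0.316). Those selected in B2 kept their direction in B1 for only 58.3%, against 79.2% in reverse. By the number of calls, a difference of a single lot, as seen between lots of GA, may account for the difference between Probioglat and GA. Probioglat differed from the 4 lots of GA in 1.16 times as many probesets as lot D from the other 4 lots (251 and 217). Those other 4 lots included Probioglat, and the counts compare neither the sizes of the differences nor the genes. As a slope on the mean response at 6 h, Probioglat stood at 1.137, outside the lots of GA (0.971 to 1.036). With a single lot of Probioglat, a property of the compound, which is the biological explanation, was not tested apart from its lot. After scaling over all arrays, 6 of the higher and 1 of the lower calls were left. The median difference of the higher probesets went from 0.205 to 0.141 on the log2 scale (standard error 0.0409 before and 0.0422 after). That of the lower ones hardly moved (-0.23 to -0.226, standard error 0.0502 and 0.0518). The median unadjusted p of the lower ones went from 4.71e-05 to 0.000113, which adjusted over all probesets was 0.119. An unadjusted p under 0.05 was kept by 117 of the 138 higher and 23 of the 24 lower probesets, which were selected on these arrays.

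Immediate early genes differed among the lots of GA at 6 h, with a mean of 29 genes of 9.76 ± 0.12 (SD, n = 6) in lot A, 9.47 in lot B, 9.32 in lot C and 9.11 ± 0.04 (SD, n = 6) in lot D, against 9.78 ± 0.12 (SD, n = 6) with mannitol. Processing batch is argued against, because lot A exceeded lot D by 0.604 within B1 and 0.68 within B2 with no overlap of arrays. RNA quality cannot be told apart: the contrast between the ends of the *ACTB* transcript differed by 1.4 SD between these lots, below the 2 SD set for it, but a contrast this narrow leaves smaller changes of quality open. A property of the lot, or handling that its dishes shared, may be present at 6 and 24 h, since the score correlated between these times over 9 lots (Pearson 0.87, exact permutation p = 0.00292, adjusted 0.00584), whereas between 6 and 12 h it was 0.624 (exact permutation p = 0.0696, adjusted 0.0696). Of the 9 lots only 4 are of GA, and the others are of GA/RS, the other glatiramoids and Probioglat. Differences between compounds therefore enter this correlation together with those between lots. A property of the lot, or such handling, cannot be told apart either. The correlation of 6 and 24 h was 0.71 (exact permutation p = 0.0952) without GA lot D and GA/RS, and the design does not separate lots from their dishes.

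The number of calls between Probioglat and GA at 12 h, 5, was sensitive to a few arrays. Arrays that stand apart from their group may lower it, since 58 probesets passed without them, and 6 of the 7 such arrays were at 12 h, 3 of them of GA. GA lot D may lower it as well, since 92 passed without that lot. Of these 3 GA arrays 2 are of lot D, so the explanations overlap, and no biological explanation was tested.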

How the results depend on the processing

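The alternatives without the arrays that stand apart, without GA lots A and D, within a batch for the lots of GA, and over the strongest probesets were chosen only after the results were seen, and all others were planned. No paired analysis was possible because the labels carry no replicate numbers that link arrays of different treatments. Values as deposited, with no batch handling, are the reported setting, so that alternative gives no further value. On these arrays the signal over background limits dim probesets, whose differences are compressed. The cause of a change was not tested, except that fits within a batch hold fewer arrays and that leaving out dim probesets adjusts over fewer probesets by construction.

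GA against mannitol stayed within 1.5 times its count in 30 of 32 alternatives at 6 h (7313 to 14252), 30 of 32 at 12 h (1494 to 7220) and 27 of 32 at 24 h (333 to 4795), and Probioglat against mannitol at 6 h in 30 of 32 (4587 to 12894). Probioglat against GA did so in 19 of 36 at 6 h (0 to 394), 6 of 36 at 12 h (0 to 92) and 19 of 36 at 24 h (0 to 74). The number of lists called for GA against mannitol stayed within 1.5 times in all alternatives run, and so did the change with time for GA (7434 and 7487). Of 169 called gene results, 3414 of 3671 values kept direction and call, 253 kept the direction and lost the call and 4 reversed, all by the brightest probeset of the gene: *TECR* (0.028), *HNRNPD* (0.008) and *PPP2R3C* (0.044) at 6 h, and *RCSD1* (-0.035) at 12 h for Probioglat against GA. Calls were lost most often for *NAPB* (13 alternatives), *THBD* (12), *SUGP2* (12) and *CISH* (11) at 6 h and *ZNF566* (12) at 12 h, all for Probioglat against GA, and in 7 for *CCL5*.

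Within B1 and B2, the counts for GA against mannitol were 8238 and 7313 at 6 h, 1494 and 1779 at 12 h and 333 and 565 at 24 h, those for Probioglat against mannitol 6077 and 4587, and those among lots of GA 48 and 68. For Probioglat against GA they were 1 and 0 at 6 h (3574 and 3551 at an unadjusted p-value under 0.05 in limma), 1 and 0 at 12 h (5041 and 3202) and 0 and 0 at 24 h (2120 and 2493), and within B1 camera called 0 lists at 12 h. With a fixed term for the batch, Probioglat against GA gave 9 at 12 h, its change with time 6, and other glatiramoid 1 against GA 32 at 12 h. Without B3 the change with time for Probioglat against GA was 1.

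With lot as a random block, GA against mannitol gave 4795 at 24 h, and Probioglat against GA 394 at 6 h, 18 at 12 h and 6 at 24 h. Against GA under the same block, GA/RS gave 372 at 6 h and 3 at 24 h, other glatiramoid 1 gave 55, 205 and 4 at 6, 12 and 24 h, and other glatiramoid 2 gave 100, 242 and 95. The correlation within lots was negative (-0.0225, -0.0109 and -0.0322 at the 3 times). With 1 mean per lot of GA, Probioglat against GA gave 256, 22 and 24.

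For Probioglat against GA at 6, 12 and 24 h, a spread shared by all arrays of all times gave 257, 58 and 32, and a trended and robust variance gave 309, 19 and 10. A spread shared by all arrays of the time point gave 17 at 12 h and 6 at 24 h, only the 2 groups compared gave 3 at 12 h, dim probesets left out gave 350 at 6 h and 30 at 12 h, and array weights gave 293 at 6 h and 9 at 12 h. Quantile normalization gave 10 at 12 h and 5 at 24 h, median centring 3 at 12 h, and centring on the 75th percentile 5 at 24 h. With an estimated correlation camera called 0 lists at 12 h and 3 at 24 h.

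Without GA lot A, Probioglat against GA gave 268 at 6 h and 2 at 12 h, without lot B 2 at 12 h, without lot C 85 at 6 h and 3 at 12 h, and without lot D 92 at 12 h and 38 at 24 h. Without lots A and D it gave 246, 17 and 18 at the 3 times, and GA against mannitol gave 1539 at 24 h. Against lot A alone there were 41 at 12 h and 74 at 24 h, against lot B alone 103, 2 and 41 at the 3 times, against lot C alone 8 at 12 h and 4 at 24 h, and against lot D alone 1 at 12 h and 0 at 24 h (1794 at an unadjusted p-value under 0.05 in limma). Without the arrays that stand apart there were 58 at 12 h.

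Leaving out each mannitol and each Probioglat array gave 11716 to 13077 for GA against mannitol at 6 h, 4018 to 5046 at 12 h and 1543 to 3127 at 24 h, where the lowest was without mannitol array 5. For Probioglat against GA it gave 76 to 172 at 6 h (80, 76, 97, 83 and 87 without Probioglat arrays 1 to 5) and 3 to 18 at 12 h (3 without each of Probioglat arrays 1 to 4, 8 without array 5, 14 without array 6 and 18 without mannitol array 1). At 24 h it gave 0 to 1 (0 without Probioglat array 5 or 6, with 3733 and 2571 at an unadjusted p-value under 0.05 in limma), and for Probioglat against mannitol 10646 to 11264. The slope of the Probioglat effect on that of GA, 1.10, was 1.067 with separate mannitol arrays and 1.137 over the strongest probesets, changes larger than its SD of 0.027.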

Differences from the paper's values

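Apart from the fit without GA lots A and D, no test in this part was chosen after the results were seen. Of 86 values that the paper states and that were also computed here, 7 differed.

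For genes upregulated by GA at 24 h at an unadjusted p-value under 0.05, the paper's Table 1 gives 1410, and 2570 were found here. Of the 31 alternatives set before the data were examined, 5 gave a count within 1.5 times the paper's: within processing batch B1 (2017), within B2 (1868), with dim probesets left out (1630), without mannitol array 5 (2015) and by the brightest probeset of each gene (1770). The others, among them the batch term, the other normalizations, the other variances, the other ways to treat lots and the remaining arrays left out, did not.

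For Probioglat against GA at 12 h at an FDR-adjusted p-value under 0.05, the paper's Table 2 gives 5 upregulated genes, and 2 were found here. Of 35 alternatives, 7 were within 1.5 times the paper's value: a spread shared by all arrays of the time point, 1 mean per lot of GA, dim probesets left out and quantile normalization, which gave the paper's 5, and centring on the 75th percentile, a trended and robust variance, and GA lot C alone. The paper gives 5 upregulated probesets and 3 were found here. Here 9 of 35 alternatives were within 1.5 times the paper's value, those 7 together with lot as a random block and leaving out mannitol array 1. The paper gives 7 genes in total and 4 were found here, with 5 of 35 alternatives within 1.5 times: the batch term, quantile normalization, centring on the 75th percentile, array weights and GA lot C alone, of which the last pair gave the paper's 7. The total of probesets was 5 here and 7 in the paper, which is within 1.5 times, and centring on the 75th percentile gave 7. The alternatives not named did not come within 1.5 times of the 3 values that differed.

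The paper's FDR-adjusted p-value for *IL10* under GA at 6 h is 3.1e-09, and it was 1e-09 here, with an equal fold change (1.52 in the paper and here). Of 31 alternatives, only the 2 groups compared (3.14e-09) and quantile normalization (2.48e-09) came within 1.5 times. For *IL1RN* the paper's values for its brightest and next brightest probesets are 6.7e-16 and 1.7e-10, and those found here were 4.31e-18 and 9.9e-12, with fold changes of 1.43 and 1.36 against the paper's 1.43 and 1.35. With only the 2 groups compared they were 6.66e-16 and 1.72e-10. The former was also within 1.5 times without GA lot B (8.6e-16), C (5.68e-16) or D (5.81e-16), of 32 alternatives, and the latter without mannitol array 1 (1.76e-10), of 31. The other alternatives did not come within 1.5 times. For the remaining raised probeset of *IL1RN*, 7.22e-11 was found here. The paper's value, printed with a dash in place of the minus sign and so not among the 86, is 16.6 times that and differs as well. Of 31 alternatives, 5 came within 1.5 times of it: only the 2 groups compared (1.15e-09), median centring (9.21e-10), without mannitol array 2 (1.68e-09) or 4 (1.51e-09), and without GA lot D (1.22e-09).

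The paper states without a time point that GA left *CD14* unmodulated relative to mannitol. Here it was not called at 6 h (FDR-adjusted p-value 0.754 from limma), the time point of that paragraph, but was upregulated at 12 h (FC 1.37, FDR-adjusted p-value 1.57e-10) and at 24 h (FC 1.18, FDR-adjusted p-value 0.00824). The call at 24 h was lost within B1, within B2 and without GA lots A and D.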

Other observations

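In this part, the overlap with Probioglat, the slopes of the other glatiramoids and the splits of the arrays were chosen only after the results were seen, and the comparisons and gene lists were planned.

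The other glatiramoids moved the genes that led the response to GA. Relative to mannitol at 6 h, *STATH* rose 7.03-fold with GA/RS (10.97 ± 0.08, SD, n = 6, against 8.15 ± 0.14, SD, n = 6), 8.25-fold with other glatiramoid 1 and 7.09-fold with other glatiramoid 2, and *NT5E*, the adenosine-forming enzyme, 4.89-fold with GA/RS and 4.42-fold with other glatiramoid 2. Relative to GA, GA/RS was higher at 6 h in immediate early genes, with *EGR3* higher by 1.93 on the log2 scale (standard error 0.392, FDR-adjusted p-value 0.00581 from limma), *NR4A2* by 1.68 (standard error 0.266, FDR-adjusted p-value 0.000224) and the cyclooxygenase gene *PTGS2* by 1.51 (standard error 0.292, FDR-adjusted p-value 0.00332). GA/RS stood close to lot A of GA there (*EGR3* 11.15 and 10.77, mean of 29 genes 9.82 and 9.76), and apart from lots B to D (9.47, 9.32 and 9.11). In all, 14 of 29 immediate early genes were higher and none lower (camera, FDR-adjusted p-value 1.57e-22, adjusted p = 0.00407 with an estimated correlation). The collagenase gene *MMP1* (-0.51, standard error 0.103) and the chemokine receptor gene *CX3CR1* (-0.42, standard error 0.081, its other probeset not called) were lower with GA/RS. Of the 216 probesets, 141 were higher and 75 lower.

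Other glatiramoid 1 differed from GA at 6 h in 10 higher and 10 lower probesets. *ID1*, an inhibitor of differentiation factors, was higher by 0.26 (standard error 0.050, FDR-adjusted p-value 0.0263 from limma), *PRDM1* by 0.25 (standard error 0.046, FDR-adjusted p-value 0.0176) and the hyaluronan receptor gene *CD44* by 0.15, while *RSRP1* (-0.20, standard error 0.027, FDR-adjusted p-value 1.96e-05) and *HNRNPD* (-0.22) were lower. Of these, *PRDM1*, *RSRP1* and *HNRNPD* each rest on 1 probeset, with none of the 2, 1 and 8 others called. None of 22 chemokine genes was called, but camera called the list as higher (FDR-adjusted p-value 6.99e-07, adjusted p = 0.00845 with an estimated correlation). *PRDM1* was higher again at 12 h, by 0.27 (standard error 0.047, FDR-adjusted p-value 0.00523), when 9 probesets were higher and 73 lower. Other glatiramoid 2 was higher than GA at 6 h in the transcription factor gene *GATA2* (0.19, standard error 0.031, FDR-adjusted p-value 0.00202) and the replication gene *MCM6* (0.17, standard error 0.030), and lower in *MMP1* (-0.57, standard error 0.103, FDR-adjusted p-value 0.00564) and *TECR* (-0.47, standard error 0.066, FDR-adjusted p-value 0.000102), with 18 higher and 28 lower probesets. Of these *TECR*, at 6.05 a dim probeset, *GATA2* and *MCM6* rest on 1 probeset whose others were not called. At 12 h, when 1 of its 5 arrays stood apart from the others, 5 probesets were higher and 48 lower. The lower ones included *UBR2* (-0.45, standard error 0.085, FDR-adjusted p-value 0.0173) and *RBM15* (-0.56, standard error 0.126, FDR-adjusted p-value 0.0491), whose other probesets were not called, and the higher ones the transcription factor gene *KLF2* (0.53, standard error 0.091, FDR-adjusted p-value 0.00487; its other probeset was not called). At 24 h the cholesterol genes *INSIG1* (0.26, standard error 0.037) and *MSMO1* (0.22, standard error 0.032) were higher (FDR-adjusted p-value 0.000106 for both) and *CYBB*, of the phagocyte oxidase, was lower (-0.23, standard error 0.047; its 3 other probesets were not called).

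In the fit of all arrays at 6 h, Probioglat was higher than GA in 196 probesets and lower in 35. Of the 10 probesets higher with other glatiramoid 1, 6 were among the former, and of its 10 lower ones 3 were among the latter. Both sets were compared with the same GA arrays, so that some overlap arises without a shared effect. Of those called for GA/RS, 2 higher and 1 lower were shared with Probioglat, and of those called for other glatiramoid 2 none of the higher and 4 of the lower. More went against Probioglat: of the probesets higher with Probioglat, 5 were lower with GA/RS and 7 with other glatiramoid 2, and of those lower with Probioglat, 3 and 1 were higher. As a slope on the mean response to GA over the strongest probesets at 6 h, GA/RS stood at 0.87 (SD 0.043, n = 6), other glatiramoid 2 at 0.88 (SD 0.027, n = 6) and the lots of other glatiramoid 1 at 1.00 (1A, SD 0.036) and 1.09 (1B, SD 0.027).

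Further gene lists went both ways under GA at 6 h. Of 17 genes of MHC class II presentation, 4 were upregulated, led by the protease *CTSS* (FC 1.23), and 3 downregulated, among them *RFXAP* (-0.44, standard error 0.060), with the same counts when adjusted over the list alone (camera, FDR-adjusted p-value 0.961 and direction down, median 0.03, mean -0.02). Of 16 genes of MHC class I presentation, 8 were upregulated, such as the peptide trimmer *ERAP2* (0.41, standard error 0.061), and 6 downregulated, such as the proteasome subunit *PSMB9* (-0.34, standard error 0.036; 9 and 6 when adjusted over the list alone; camera, FDR-adjusted p-value 0.448). Of 14 genes of cholesterol efflux, 3 were upregulated, such as *APOC1* (FC 1.35), and 5 downregulated, such as the transporter *ABCG1* (-0.87, standard error 0.077), with the same counts over the list alone (camera, FDR-adjusted p-value 0.33). Of 24 genes of hypoxia and glycolysis, 7 were upregulated, such as *PFKFB4* (FC 1.54), and 10 downregulated, such as the hexokinase *HK2* (-0.61, standard error 0.061; 7 and 12 over the list alone; camera, FDR-adjusted p-value 0.49 and direction down, median -0.03, mean 0.01).

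Genes of the oxidative stress response and metallothioneins were upregulated in 4 of 20 cases, among them the cystine transporter *SLC7A11* (FC 1.94) and *ME1* (FC 1.78), and downregulated in 7 (4 and 9 over the list alone; camera, FDR-adjusted p-value 0.961 and direction up, median -0.04, mean 0.10). Of 24 markers of other cell types, *GNLY* (FC 2.40), at 6.72 ± 0.10 (SD, n = 6) with mannitol, *NKG7* (FC 1.18) and *HBB* (FC 1.10) were upregulated and none was downregulated (3 and none over the list alone; camera, FDR-adjusted p-value 0.11). At 24 h 12 of 36 cell cycle genes were downregulated by GA and none upregulated (19 and none over the list alone; camera, FDR-adjusted p-value 2.89e-07). Between Probioglat and GA at 24 h no member of the lists for macrophage maturation, lysosome or adhesion was called over all probesets, but camera called the 3 lists as higher (FDR-adjusted p-values 2.81e-09, 3.44e-09 and 1.13e-07), also with an estimated correlation (adjusted p = 0.00918, 0.0457 and 0.00918). Members with the lowest p-values were *ITGAM*, an integrin chain (0.15, standard error 0.033, FDR-adjusted p-value 0.27), and the lysosomal protease *CTSB* (0.11, standard error 0.025, FDR-adjusted p-value 0.276), which did not pass.

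In 100 splits of the arrays of each comparison, the real one included, chance was excluded for the probesets called for GA against mannitol (13020, 5004 and 3024 at 6, 12 and 24 h, highest other splits 2843, 10 and 294), for Probioglat against GA at 6 h (162, highest other 7), for Probioglat against mannitol at 6 h (11659, highest other 5760) and among the lots of GA (240, 5 and 69, highest others 1, 1 and 2). It was not excluded for Probioglat against GA at 24 h (1, highest other 5). For Probioglat against GA at 12 h (5) it was excluded only narrowly, with 4 of 100 splits as large and the highest other at 1151, which points to a structure of those arrays beyond treatment that was not tested. For the number of gene lists called by camera, chance was likewise excluded only narrowly, for GA against mannitol (15, 15 and 15, highest others 16, 16 and 15, with 4, 3 and 3 of 100 splits as large) and for Probioglat against GA at 12 h (9, highest other 11, 3 of 100) and 24 h (11, highest other 12, 2 of 100). With an estimated correlation camera kept 0 of these 9 and 3 of these 11 lists (fry called 5 and 10), and for GA against mannitol 10, 12 and 14. For the lists it was not excluded for Probioglat against GA at 6 h (11, highest other 11) or Probioglat against mannitol (16, highest other 18).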
